# MicroRNA Transcriptome Profile Analysis in Porcine Muscle and the Effect of miR-143 on the MYH7 Gene and Protein

**DOI:** 10.1371/journal.pone.0124873

**Published:** 2015-04-27

**Authors:** Jianjun Zuo, Fan Wu, Yihua Liu, Juan Xiao, Mei Xu, Qinping Yu, Minhao Xia, Xiaojun He, Shigeng Zou, Huize Tan, Dingyuan Feng

## Abstract

Porcine skeletal muscle fibres are classified based on their different physiological and biochemical properties. Muscle fibre phenotype is regulated by several independent signalling pathways, including the mitogen-activated protein kinase (*MAPK*), nuclear factor of activated T cells (*NFAT*), myocyte enhancer factor 2 (*MEF2*) and peroxisome proliferator-activated receptor (PPAR) signalling pathways. MicroRNAs are non-coding small RNAs that regulate many biological processes. However, their function in muscle fibre type regulation remains unclear. The aim of our study was to identify miRNAs that regulate muscle fibre type during porcine growth to help understand the miRNA regulation mechanism of fibre differentiation. We performed Solexa/Illumina deep sequencing for the microRNAome during 3 muscle growth stages (63, 98 and 161 d). In this study, 271 mature miRNAs and 243 pre-miRNAs were identified. We detected 472 novel miRNAs in the muscle samples. Among the mature miRNAs, there are 23 highest expression miRNAs (over 10000 RPM), account for 85.3% of the total counts of mature miRNAs., including 10 (43.5%) muscle-related miRNAs (ssc-miR-133a-3p, ssc-miR-486, ssc-miR-1, ssc-miR-143-3p, ssc-miR-30a-5p, ssc-miR-181a, ssc-miR-148a-3p, ssc-miR-92a, ssc-miR-21, ssc-miR-126-5p). Particularly, both ssc-miR-1 and ssc-miR-133 belong to the MyomiRs, which control muscle myosin content, myofibre identity and muscle performance. The involvement of these miRNAs in muscle fibre phenotype provides new insight into the mechanism of muscle fibre regulation underlying muscle development. Furthermore, we performed cell transfection experiment. Overexpression/inhibition of ssc-miR-143-3p in porcine skeletal muscle satellite cell induced an/a increase/reduction of the slow muscle fibre gene and protein (*MYH7*), indicating that miR-143 activity regulated muscle fibre differentiate in skeletal muscle. And it regulate *MYH7* through the *HDAC4-MEF2* pathway.

## Introduction

Muscle fibre type is determined by the myosin structure or physiological capabilities of the muscle[1]. The composition of muscle fibres determines the muscle’s physicochemical properties, including fibre area, fibre density, oxidation capacity, and glycolysis capacity. Therefore, the muscle fibre composition is an important factor influencing many of the peri- and post-slaughter biochemical processes, thus influencing meat quality[2]. Our previous studies have indicated that meat colour, water holding capacity and meat pH are related to fibre composition. The regulation of fibre composition is a viable pathway for improving meat quality[3]. Based on the relative contraction speed of the fibre and its oxidative and glycolytic metabolism capacities, porcine muscle fibre has been classified into slow-twitch oxidative fibre (type 1), fast-twitch oxidative fibre (type 2a), fast-twitch glycolytic fibre (type 2b) and fast-twitch oxidative glycolytic fibre (type 2x)[4]. In postnatal porcine skeletal muscle, the number of muscle fibres is constant during growth. However, the type of muscle fibre can be regulated by various conditions, such as neuromuscular activity, mechanical loading, mechanical unloading, hormones, aging, and endurance exercise[5].

MicroRNAs are small non-coding RNAs molecular (approximately 22 nucleotides), which transcribed by RNA polymerase II. After transcription, the primary miRNA (pri-miRNA) transcripts, which are several hundred nucleotides in length, are cleaved to 60–80 nucleotides precursor miRNAs (pre-miRNAs). Pre-miRNAs are subsequently cleaved to form mature miRNAs, which join the RNA-induced silencing complex (RISC)[6]. Based on the base-pairing of their seed sequence complementary sequences within mRNAs, miRNAs play regulatory roles in many important physiological processes and have been demonstrated to be involved in mediating key aspects of skeletal muscle development and responses to diseases[7]. Mmu-miR-208 and mmu-miR-499 are encoded by the mouse Myh7 and Myh7b genes. These miRNAs are part of the myomiR network, which regulates the expression of the myosin heavy chain (*MYH*) genes[8]. The *MYH* genes family encodes a subunit of myosin, which is the motor protein of muscle thick filaments. Isoforms of myosin heavy chain (MyHC) have distinct characteristics necessary for defining specific types of muscle fibre[9]. Innervation-regulated signalling cascades in skeletal muscle control the activation of downstream transcription factors to regulate the expression of fibre type-specific myosin genes. A previous study on avian skeletal muscle fibres has shown that the expression of *MEF2* and *NFAT* was required for innervation-induced expression of slow myosin heavy chain 2 (*MYH2*). The gene upstream of *MYH2* contains binding sites for *MEF2* and *NFAT*[10]. *MEF2* is an important factor for muscle development and fibre differentiation. Previous reports have indicated that *MEF2* could activate the expression of miR-92b, which then downregulates *MEF2* through binding to its 3’UTR. A negative feedback circuit exists between miR-92b and *MEF2*[11]. Endurance exercise training can increase the proportion of type 1 fibre, which mainly use oxidative metabolism for energy production and are more fatigue-resistant. The mechanism of this transformation is the training-induced targeted expression of an activated form of PPARδ, which induces increase in oxidative enzymes, mitochondrial biogenesis and the number of type 1 muscle fibres[12]. PPARδ is the common target of the microRNA cluster miR-199a~214. An antagomir-based silencing experiment suggested that the miR-199a~214 cluster actively represses cardiac PPARδ expression[13]. There are links between miRNAs and the signalling pathways that regulate muscle fibre composition. However, research into the regulation of muscle fibre type by miRNAs is still rare.

The growth process is associated with an increasing muscle mass and the transition of muscle fibre type[14]. A previous study in cattle showed that skeletal muscle fibre type 2a transforms into type 2b in the first months after birth and that skeletal muscle fibre type 1 is nearly unaffected by age[15]. There are many factors that influence the composition of skeletal muscle fibres, and there are also many ways to regulate the fibre type, including endurance training, nutrition, gene interference, and miRNAs. Previous studies on muscle fibre regulation have focused on the period before weaning. However, the composition of muscle fibre changes after weaning and throughout growth.

The aim of this study was to investigate the transformation of muscle fibre type during the period from 35 to 161 d and specifically to identify the miRNAs that play key roles in the regulation of muscle fibre type during this period.

## Results and Discussion

### Content of different muscle fibres at 63, 98 and 161 d

The psoas major muscle at 63, 98 and 161 d was isolated to analyse the composition of muscle fibres. Fibres were classified into 3 types (1, 2a, and 2x+2b) using enzyme histochemical staining based on the acid stability of myosin ATPase and the glycolytic rate (Table 1). During the porcine growing period, the proportion of type 1 fibres decreased significantly from 9.21 to 4.21%, and the proportion of white fibres (2x+2b) increased significantly from 63 d to 98 and 161 d.

**Table 1:** Composition of the psoas major muscle fibres at 63, 98 and 161 d.

Muscle fibre type (%)	63 d	98 d	161 d
**Fibre 1**	***9*.*21±0*.*79*** ^***a***^	***6*.*03±0*.*76*** ^***b***^	***4*.*21±0*.*44*** ^***c***^
**Fibre 2a**	19.08±1.75	16.20±1.25	16.44±1.49
**Fibre 2x+2b**	***71*.*71±1*.*79*** ^***a***^	***77*.*78±1*.*56*** ^***b***^	***79*.*35±1*.*72*** ^***b***^

^a, b, c^ Data with different superscripts in the same row are significantly different (P<0.05).

All fibres were initially red fibre types (type 1 and type 2a) in new born piglets. Fibre type 2a has the capacity to transform from a red fibre to a white fibre (mainly to fibre type 2x). Transformation of inactive muscle, such as the pectoralis of chick, occurs much more easily than transformation of active muscle[16]. In our study, red fibres (type 1 and type 2a) also transformed to white fibres (type 2x and type 2b) in the period from 63 to 161 d. However, the variation rate and speed of the muscle fibre type was less than in the period before weaning. Fibre type transformation followed a regular sequence as follows: 1↔2a↔2x↔2b[5]. The decline in the proportion of type 1 fibres in the period from 63 to 161 d indicated that some fibres of type 1 transformed to type 2a and that some fibres of type 2a transformed to type 2x during this period. Furthermore the muscle’s capacity for oxidative metabolism will decline with the reduction in red fibres. The meat colour, one component of the meat quality index, will also change following the changes in muscle fibre composition[17]. To determine whether the apparent variation in these traits is caused by the differential expression of genes in the *MYH* genes family, which encoded proteins characteristic of different types of muscle fibre, we used RT-qPCR to assess the expression of *MYH* family at 63d, 98d and 161d.

### Expression of *MYH* genes at 63, 98 and 161 d

Myosin II is the type of myosin responsible for producing contractions in muscle cell. There are 16 heavy chains and 13 light chains for myosin, each of which has different functional and physicochemical properties[18]. The myosins of different muscle fibres are composed of different myosin heavy chains and light chains. The porcine myosin heavy chains have four characteristic isoforms (1, 2a, 2x, and 2b) in skeletal muscle, and they are encoded by a family of genes (*MYH7*, *MYH2*, *MYH1*, and *MYH4*), that are used to identify different muscle fibres. In most fibres, the composition of transcripts is closely related to the composition of the corresponding fibres[4].

The expression levels of *MYH* genes in the psoas major muscle were determined by real-time qPCR (Fig 1). *MYH7* (type 1) and *MYH2* (type 2a) were both significantly decreased in the period from 63 to 161 d. *MYH1* (type 2x) and *MYH4* (type 2b) were significantly decreased in the last development stage (p<0.05).

**Fig 1:**
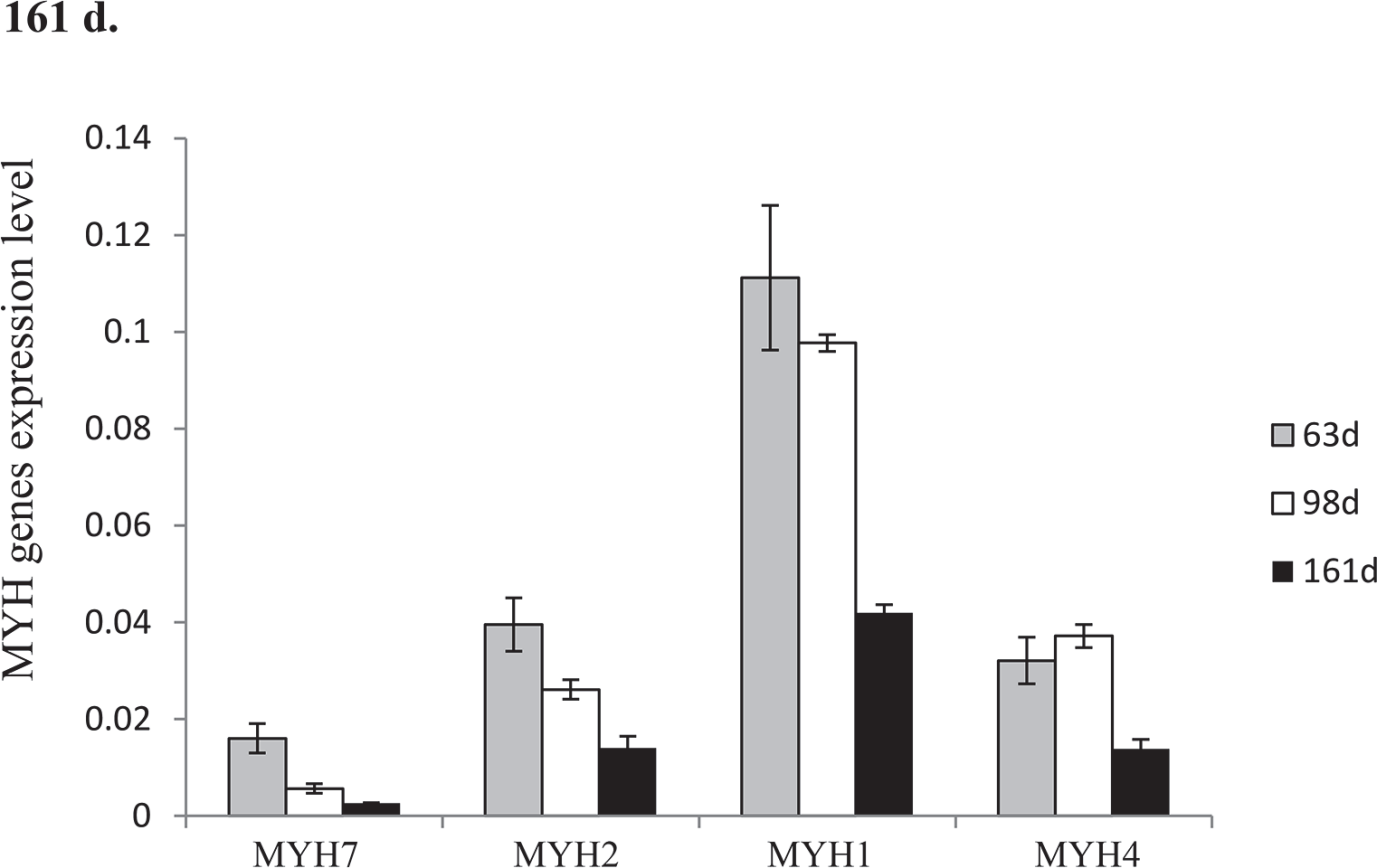
MyHC gene expression in the psoas major muscle at 63, 98 and 161 d.

The composition of muscle fibres determined by real-time qPCR showed the trends similar to those of the composition determined by staining. This indicates that there are high positive correlations between the two methods of muscle fibre typing. Furthermore, the expression levels of *MYH* family genes are directly related to the apparent traits of different muscle fibres. However, the expression level of MyHCs showed an overall decreasing trend during the period from 63d to 161d indicating that there may be endogenous factors playing key roles to induce the downregulation of *MYH* genes during this period. For example, myoblasts from presumptive fast and slow muscles may be programmed to express and suppress different MyHC subtypes[19].

### Characterisation of miRNA expression profiles in the porcine psoas major muscle at 63, 98 and 161 d as determined by deep sequencing

To discover the reason behind the changes in muscle fibre composition, Solexa/Illumina deep sequencing was used to examine the miRNA expression profiles of porcine psoas major muscle at 63, 98 and 161 d. 

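Psoas major muscle was taken from 18 pigs, and equal amounts of total RNA from the 6 pigs of each age were combined into 1 small RNA library. Each stage was thus represented by 1 library (no replicates), and the variation between pigs of the same age was not measured. The authors filtered the reads with the ACGT101-miR pipeline, which removed adapter reads, short reads, other RNA classes and repeats, and mapped the rest to the hairpins of miRBase Release 20.0 and to the pig genome. The deposited values are expected counts, the reads of all isoforms at 1 arm of a hairpin, in which a read that maps to several hairpins was divided between them. Beside them stands the count of copies of the arm's representative read. Over all hairpins the files listed 1464699, 2418187 and 2242716 reads at 63, 98 and 161 d. With each miRNA counted at 1 hairpin, the one listed in most libraries, the totals were 970233, 1718924 and 1550922 counts. The authors' scaling factors, read from the normalised and raw values of S2 Table, were 1.344 at 63 d, 0.7501 at 98 d and 1.0055 at 161 d, and they were applied to the deposited counts. At these depths 3 counts, taken as the smallest detectable amount, corresponded to 2.05, 1.24 and 1.34 of every 1000000 reads in the files, or 4.03, 2.25 and 3.02 normalised reads. Pairs of libraries were compared with an exact conditional binomial test on the counts, rounded to whole numbers, and the p-values and 95% confidence intervals that follow cover counting noise only.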

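The paper's S1 Table gives 5896567, 7434486 and 7643428 raw reads at 63, 98 and 161 d. Filtering on the adapter and on length removed 1198290 of them at 63 d (20.32%), 1983224 at 98 d (26.68%) and 1854277 at 161 d (24.26%). In the same table 4105184, 4606375 and 5113984 clean reads remained, which is 69.62%, 61.96% and 66.91% of the raw reads. The deposited miRNA files held 1464699, 2418187 and 2242716 reads, equal to 35.68%, 52.5% and 43.85% of the clean reads of their libraries (no replicates).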

After eliminating the common RNA, such as mRNA, RFam (rRNA, tRNA, snoRNA and snRNA), repeats and other unknown small RNA, the remaining total clean read count for the muscle sample at 63, 98 and 161 d exceeded 4,100,000, 4,600,000 and 5,100,000, respectively. The reads from the raw data to cleaned sequences are shown in S1 Table. 

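The paper's S1 Table lists 511761, 682353 and 559401 unique raw sequences at 63, 98 and 161 d, and the unique clean ones are 26.47%, 28.91% and 29.06% of these. After the mapping, the deposited files named 1124 distinct representative sequences at 63 d, 1418 at 98 d and 1289 at 161 d. Together these sequences had 809538, 1387397 and 1229358 copies.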

There were 135,469, 197,281 and 162,541 cleaned unique reads among the total reads at 63, 98, and 161 d, accounting for 26.47%, 28.91% and 29.06% of the unique reads, respectively. The most abundant size of small RNA detected was 22 nt, followed by 20, 21 and 23 nt (Fig 2A, 2B and 2C).

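Length was measured on the representative reads of the deposited miRNAs, each weighted by its copies, and not on all clean reads, which are not in the files analysed here. Reads of 22 nt made up 82.77% of the copies at 63 d (95% Wilson interval 82.69 to 82.85), 80.21% at 98 d (80.14 to 80.27) and 47.79% at 161 d (47.71 to 47.88). At 161 d a further 39.43% of the copies were 23 nt long, against 5.67% at 63 d and 5.30% at 98 d. The representative read of ssc-miR-133a-3p was 22 nt long at 63 d (280675 copies) and at 98 d (381364 copies), and 23 nt long at 161 d (420557 copies). Reads of 24 nt held 6.35%, 7.90% and 6.64% of the copies, reads of 21 nt 4.60%, 6.15% and 5.63%, and reads of 20 nt 0.16%, 0.16% and 0.13%. When every distinct sequence was counted once, a setting that moved the 22 nt share most at 63 and 98 d, the share was 31.41%, 27.57% and 28.94%. On this scale 21 nt followed with 16.81%, 18.27% and 17.38% of the sequences, and 20 nt held 8.27%, 11.21% and 9.78%. Without ssc-miR-133a-3p the 22 nt share of the copies was 73.63% at 63 d, 72.7% at 98 d and 72.65% at 161 d.

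**Figure D1:**
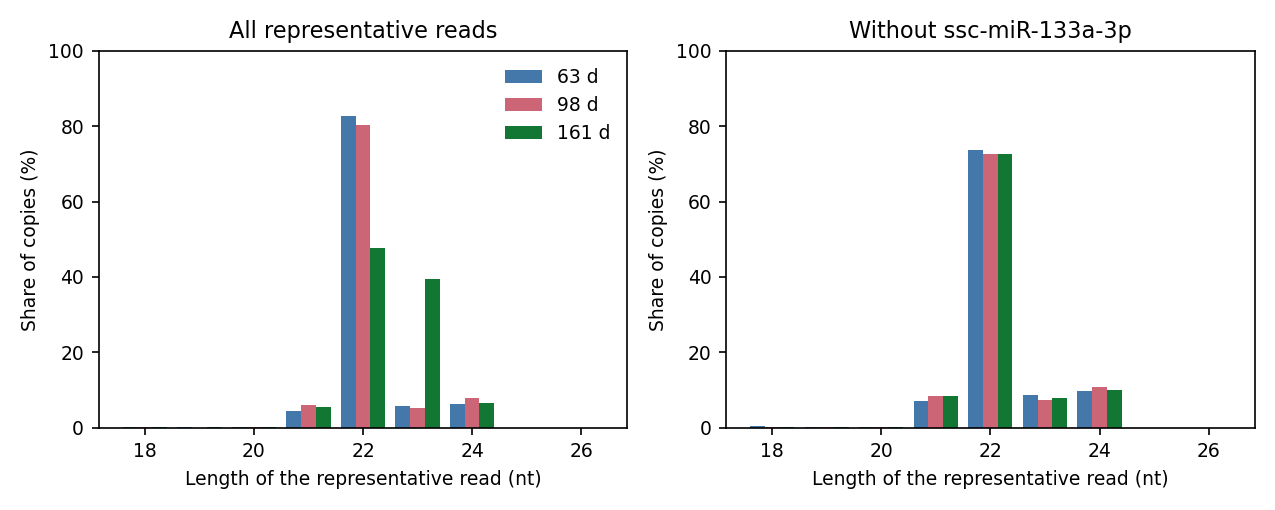
Length of the representative reads (nt, horizontal axis) against the share of read copies (%, vertical axis) in the 63, 98 and 161 d libraries, with all miRNAs (left) and without ssc-miR-133a-3p (right). At 161 d the 22 nt bar stands at 47.79% on the left and at 72.65% on the right, next to 73.63% at 63 d.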

**Fig 2:**
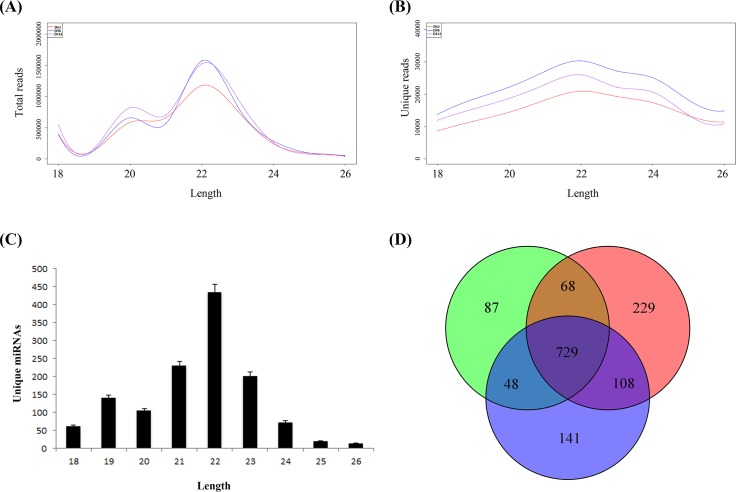
Basic information from the sequencing data. (A) Length distribution of the total reads; (B) Length distribution of the unique reads; (C) Length distribution of the unique miRNAs; (D) The numbers of detected miRNAs in the three libraries. (p<0.05).

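In the deposited files, 1061 names of known miRNAs, porcine or of other species, had at least 1 count in the hairpin used for counting, 759 of them at 63 d, 860 at 98 d and 806 at 161 d. With every listed hairpin included, the names of known miRNAs numbered 1162.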

Comparing the data to miRBase Release 20.0, there were 887 sequences associated with known miRNAs. Among them, 271 (96.8%) porcine mature miRNAs and 243 (88.0%) porcine pre-miRNAs were identified, and we detected 472 novel miRNAs. 

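Under porcine names the files held 276 mature miRNAs, of which 263 were detected at 63 d, 268 at 98 d and 265 at 161 d (no replicates). They were assigned to 238 porcine pre-miRNAs, with 233 in each library. Predicted candidate (PC) miRNAs, counted as arms of predicted hairpins across the files, numbered 638, with 197 at 63 d, 356 at 98 d and 288 at 161 d. All porcine mature names had at least 1 count in the hairpin used, while 631 of the candidates did.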

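With a threshold of 1 count, 683 of 1692 miRNAs, known and predicted together, were detected in all 3 libraries, and these held 99.725% of the counts. Specific to the 63 d library were 187 miRNAs, 102 of them predicted candidates. At 98 d there were 359 specific miRNAs with 221 candidates, and at 161 d there were 264 with 172 candidates. A further 53 miRNAs were shared by 63 and 98 d only, 33 by 63 and 161 d only, and 113 by 98 and 161 d only. The count threshold moved these numbers most, since at 10 counts 414 miRNAs were common to the libraries and 24, 53 and 25 were specific to 63, 98 and 161 d. Subsampling every library to 970219 counts gave 650 common miRNAs and 215, 284 and 239 specific ones. The smallest detectable amount, 3 counts, was 2.05 in 1000000 reads at 63 d, 1.24 at 98 d and 1.34 at 161 d. A known miRNA was matched between files by name, so a sequence listed under another name in another file counts as specific.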

There were 729 common expression sequences at the three stages tested, and 87, 229 and 141 miRNAs with specific expression at 63d, 98d and 161d, respectively (Fig 2D). 

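Among the stage-specific miRNAs the median was 2 counts in each library, and 95.2% of those at 63 d, 96.7% at 98 d and 97% at 161 d had fewer than 10 counts. Together they made up 0.05% of all counts for 63 d, 0.066% for 98 d and 0.028% for 161 d. The highest value at 63 d was that of eca-miR-380, with 850 counts or 1142.4 normalised reads, followed by oar-miR-3958-3p with 300 counts or 403.2 normalised reads. The sequence of eca-miR-380 is listed in the 98 and 161 d files as mml-miR-380-3p, with 1842 and 598 counts, so it is specific to 63 d by name only. At 98 d the predicted candidate PC-3p-5269_66 had 1508 counts (1131.1 normalised reads), and at 161 d cgr-miR-484 had 426 counts (427.9 normalised reads). At least 100 counts were reached by 4 of the miRNAs specific to 63 d, by 4 of those specific to 98 d and by 1 of those specific to 161 d. Raising the detection threshold to 3 counts left 49, 101 and 85 specific miRNAs. The paper describes all stage-specific miRNAs as very low in expression. Here that held for most of them, while PC-3p-5269_66 reached 1131.1 normalised reads.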

However, all the miRNAs with specific expression at the various stages were expressed at very low levels. All of the above results indicated that the major clean reads mapped to known miRNAs in miRBase and highly were enriched for porcine sequence data, suggesting that the deep sequence data are representative of the miRNA expression profile of porcine skeletal muscle and would be reliable for the subsequent analyses and prediction of novel miRNAs.

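Known miRNAs held 99.708% of the reads in the 63 d file (95% Wilson interval 99.699 to 99.717), 99.753% in the 98 d file (99.747 to 99.759) and 99.846% in the 161 d file (99.841 to 99.851). Reads at porcine pre-miRNAs that map to the pig genome were 90.92%, 91.73% and 91.87% of the total. Under porcine mature names alone stood 90.13% (90.08 to 90.18), 91.06% (91.02 to 91.10) and 91.22% (91.18 to 91.25). Known miRNAs of other species whose reads did not map to the genome took 4.91%, 4.00% and 5.04%, and predicted candidates 0.292%, 0.247% and 0.154%. The shares are of the reads listed in the miRNA files, not of all clean reads (no replicates). Because most reads fell on known and on porcine miRNAs, the paper proposes that the libraries represent the miRNA profile of pig skeletal muscle. It proposes that they would be reliable for the later comparisons and for prediction.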

Solexa deep sequencing is an advanced technique for the discovery of novel miRNAs. In our study, we defined novel miRNAs as being 18 to 26 nt in length and not identifiable from previously reported sequences. After filtering, we obtained 472 novel miRNAs and named them PC-N (N = 1~472) in S4 Table. 

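In the deposited files the predicted candidates carry names that begin with PC, the arm of the hairpin and the copy number of the sequence, so that 1 hairpin arm can bear different names in different files. Matched by the position and arm of their hairpins, the candidates numbered 638, and their sequences were 18 to 26 nt long. Of these, 65 had at least 1 count in all 3 libraries and 495 in 1 library only. In every library 436 of them stayed below 3 counts.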

The novel miRNAs were generally expressed at very low levels. 

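Summed over the libraries, 622 of 638 predicted candidates had fewer than 100 normalised reads (97.5%), 13 had between 100 and 1000, and the median was 2.01. All candidates together had 13312 counts, 0.314% of the counts of the libraries (no replicates). With the CPM values of the files (counts per 1000000 reads) summed in place of the authors' normalised reads, 630 candidates were below 100. From such values the paper concludes that these miRNAs were expressed at very low levels.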

Among the novel miRNAs, total normalised expression counts from the three libraries below 100 RPM was observed for 463, accounting for 98.1% of the total novel miRNAs. 

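A total above 1000 normalised reads was reached by 3 predicted candidates. PC-3p-412_833, with the sequence TGGTGCCTGACGTCTTGGCAGT, lay on the minus strand between 1703 and 1779 of a genome sequence whose chromosome the files do not name. It had 1724, 1419 and 792 counts at 63, 98 and 161 d and a total of 4177.7 normalised reads. PC-5p-813_1295, with the sequence TTCTACAGTCCAACGATC, had 473, 341 and 550 counts and a total of 1444.5. PC-3p-5269_66 had 1508 counts at 98 d and none at the other ages, which amounted to 1131.1 normalised reads.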

Furthermore, only one miRNA showed total expression over 1000 RPM. This result is similar to that of a previous study[20]. Because of their low expression levels, we eliminated most of the novel miRNAs from the subsequent analyses.

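Predicted candidates made up 49 of the 171 miRNAs past the criteria between 63 and 98 d, 47 of 145 between 98 and 161 d, and 42 of 188 between 63 and 161 d. Among the differentially expressed miRNAs above 300 normalised reads in both libraries, 1 candidate remained between 63 and 98 d, 0 between 98 and 161 d and 1 between 63 and 161 d. The paper reasons that their low levels justify leaving most of them out.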

### Most abundant miRNAs at different stages

A previous study indicated that miRNAs detected by deep sequencing that were expressed below 100–1,000 reads per million (RPM) had no discernible activity[21]. 

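The authors' normalised values were recomputed for the 276 porcine mature miRNAs of the files by multiplying each count with its library's factor. Below 100 normalised reads were 115 miRNAs at 63 d, 116 at 98 d and 116 at 161 d. Within 10% of the limit of 1000 normalised reads lay 8, 6 and 7 miRNAs at 63, 98 and 161 d.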

We summarised the distribution of the normalised expression of 271 porcine mature miRNAs in S3 Table. The numbers of miRNAs with normalised expression below 1000 RPM are 203, 200 and 200 at the three stages tested, accounting for 74.9%, 73.8% and 73.8% of the total mature miRNAs, respectively. 

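Below 1000 normalised reads were 208 of 276 porcine mature miRNAs at 63 d (75.4%), 205 at 98 d (74.3%) and 205 at 161 d (74.3%). They held 3.28%, 3.46% and 2.75% of the normalised reads of their libraries (no replicates). Scaling to the clean reads of S1 Table gave the largest numbers, 251, 238 and 245.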

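Between 1000 and 10000 normalised reads lay 48 miRNAs at 63 d (17.4%), 50 at 98 d (18.1%) and 51 at 161 d (18.5%). Their share of the normalised reads was 13%, 14.28% and 13.05%. With clean reads as the denominator, the class held 22, 31 and 26 miRNAs.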

There were 48, 50 and 51 miRNAs with mean expression between 1,000 and 10,000 RPM, accounting for 17.7%, 18.5% and 18.8% of the total mature miRNAs, respectively. However, the numbers of miRNAs with mean expression over 10000 RPM at three stages are 20, 21 and 20, account for 7.4%, 7.7% and 7.4%, respectively. 

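Above 10000 normalised reads stood 20 miRNAs at 63 d (7.2%), 21 at 98 d (7.6%) and 20 at 161 d (7.2%), and they held 83.72%, 82.26% and 84.2% of the normalised reads of the porcine mature miRNAs. This class depended most on the scale of the values. It fell to 12, 14 and 11 miRNAs when the totals of the deposited files were the denominator and to 3, 7 and 5 when the clean reads were.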

The most abundant miRNAs in each library are listed in Table 2. 

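Of the porcine mature miRNAs, ssc-miR-133a-3p ranked first in every library with 408811, 315132 and 477174 normalised reads at 63, 98 and 161 d. At 63 d it was followed by ssc-miR-486 (77127), ssc-miR-26a (69945) and ssc-miR-10b (52420). The order at 98 d was ssc-miR-26a (105650), ssc-miR-10b (81006) and ssc-miR-486 (70154), and at 161 d ssc-miR-26a (103735), ssc-miR-486 (92254) and ssc-miR-10b (92092). Rank 5 was held by ssc-miR-378 at 63 d (47268), ssc-miR-1 at 98 d (57392) and ssc-miR-143-3p at 161 d (59774). Of the miRNAs named here, ssc-miR-133a-3p and ssc-miR-378 were listed at 2 hairpins at 98 d and counted at 1 of them. Where their reads were divided between hairpins, their values hold a part of their reads, and the ranks mix such values with whole ones. The difference between ssc-miR-486 and ssc-miR-10b at 161 d, 91747 against 91585.5 counts, was too small to order them at this depth.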

Furthermore, the 23 miRNAs with the highest expression overall account for 85.3% of the total counts of all counts of these 271 porcine miRNAs. 

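Added over the libraries, the 23 most abundant miRNAs held 85.25% of the 3680947 normalised reads of the porcine mature miRNAs. Their share of the counts was 85.92% at 63 d (95% Wilson interval 85.84 to 85.99), 83.62% at 98 d (83.57 to 83.68) and 86.06% at 161 d (86.01 to 86.12). The most abundant, ssc-miR-133a-3p, held 32.63%, ssc-miR-26a 7.59%, ssc-miR-486 6.51% and ssc-miR-10b 6.13%. Leaving out ssc-miR-133a-3p moved the share most, to 79.07%.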

This result indicates that the majority of clean reads mapped to few miRNAs, which is also consistent with a previous study[22].

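With the 4 most abundant miRNAs, 52.85% of the normalised reads were covered, and with 10 of them 69.73%. At the other end, the 115 miRNAs below 100 normalised reads at 63 d held 0.26% of that library's normalised reads. From the share of the most abundant miRNAs the paper reasons that most reads come from few miRNAs.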

**Table 2:** Most abundant miRNAs in skeletal muscle (RPM>10000).

miR name	D63	D98	D161	Total counts	Percent
**ssc-miR-133a-3p**	408806	315123	477166	1201095	32.6%
**ssc-miR-26a**	69941	105652	103735	279328	7.6%
**ssc-miR-486**	77118	70149	92245	239512	6.5%
**ssc-miR-10b**	52416	81007	92091	225515	6.1%
**ssc-miR-1**	24349	57426	47962	129736	3.5%
**ssc-let-7a**	41744	36695	32087	110526	3.0%
**ssc-miR-378**	47265	24873	27620	99758	2.7%
**ssc-miR-143-3p**	17551	20769	59773	98093	2.7%
**ssc-miR-30e-5p**	24314	36213	36339	96866	2.6%
**ssc-miR-30a-5p**	25090	28670	32484	86244	2.3%
**ssc-miR-27b-3p**	22193	23111	26313	71617	1.9%
**ssc-miR-30d**	21509	19996	21639	63144	1.7%
**ssc-let-7f**	17073	23841	17433	58347	1.6%
**ssc-miR-191**	15771	18887	19525	54183	1.5%
**ssc-miR-181a**	18027	11681	19158	48866	1.3%
**ssc-miR-148a-3p**	8851	14004	18387	41242	1.1%
**ssc-miR-92a**	20096	9231	9855	39181	1.1%
**ssc-let-7g**	13180	14608	10799	38587	1.0%
**ssc-let-7i**	15727	11228	9664	36618	1.0%
**ssc-let-7c**	10980	10202	10232	31414	0.9%
**ssc-miR-21**	9124	11801	10477	31402	0.9%
**ssc-miR-126-5p**	7187	12467	10788	30443	0.8%
**ssc-miR-127**	13523	6544	6353	26419	0.7%

The muscle-specific myosin heavy chain genes encode a family of miRNAs, called myomiRs, which control muscle performance, myofibre identity and myosin content[23]. Among the 23 miRNAs with the highest expression, there are 10 (43.5%) muscle-related miRNAs (ssc-miR-133a-3p, ssc-miR-486, ssc-miR-1, ssc-miR-143-3p, ssc-miR-30a-5p, ssc-miR-181a, ssc-miR-148a-3p, ssc-miR-92a, ssc-miR-21, ssc-miR-126-5p). 

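The 10 muscle-related miRNAs of this list, 43.5% of the 23, held 52.86% of the normalised reads of the porcine mature miRNAs, and 20.23% without ssc-miR-133a-3p. Over the libraries their totals ran from 1201116 normalised reads for ssc-miR-133a-3p to 30442 for ssc-miR-126-5p. Between them lay ssc-miR-486 (239535), ssc-miR-1 (129696), ssc-miR-143-3p (98094), ssc-miR-30a-5p (86244), ssc-miR-181a (48865), ssc-miR-148a-3p (41242), ssc-miR-92a (39182) and ssc-miR-21 (31403). Of the 10, ssc-miR-133a-3p, ssc-miR-181a and ssc-miR-92a were listed at 2 hairpins at 98 d and counted at 1, so their totals may hold a part of their reads. There was no replicate library at any age to give these totals an error.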

Notably, the most abundant ssc-miR-133a-3p and ssc-miR-1, are myomiRs. 

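Counts of ssc-miR-133a-3p were 304183.7, 420142.3 and 474550.5 at 63, 98 and 161 d, with fractions because reads that map to several hairpins were divided between them. It made up 35.77%, 27.33% and 34.45% of the normalised reads of the porcine mature miRNAs. For ssc-miR-1 the counts were 18128, 76517 and 47677, or 2.13%, 4.98% and 3.46%, and its rank was 8 at 63 d, 5 at 98 d and 6 at 161 d. Its representative read, TGTAATGTAAAGAAGTATGTAT, differed from the known sequence by G3T, counted from the 5′ end of the mature miRNA, in all 3 libraries.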

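In the files the hairpin counted for ssc-miR-133a-3p lies between 69274653 and 69274755, and that of ssc-miR-1 between 69285393 and 69285500, on the minus strand of the same genome sequence. They are 10637 bases apart. The files give neither the name of the genome build nor that of the chromosome. A second hairpin is listed for ssc-miR-133a-3p, while ssc-miR-1 has 1 hairpin. At 63, 98 and 161 d the normalised reads were 408811, 315132 and 477174 for ssc-miR-133a-3p and 24363, 57392 and 47941 for ssc-miR-1 (no replicates).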

They clustered on the same chromosomal loci and have been shown to modulate skeletal muscle proliferation and differentiation at the cell and embryo levels[24]. However, their mechanisms of regulation are not the same. MiR-1 regulates muscle growth by targeting histone deacetylase 4 (*HDAC4*), which represses an essential muscle-related transcription factor (myocyte enhancer factor 2C, *MEF2C*)[24]. *MEF2* proteins in cooperation with *PGC-1α* play an important role in regulating oxidative metabolism and synergistically activating the slow-twitch fibre gene[25]. Furthermore, miR-133 enhances the proliferation of myoblasts by repressing the expression of serum response factor (*SRF*)[24]. 

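The values of ssc-miR-486 were 57388, 93531 and 91747 counts at 63, 98 and 161 d, or 77127, 70154 and 92254 normalised reads. It ranked 2 at 63 d, 4 at 98 d and 3 at 161 d among the porcine mature miRNAs. Over the libraries its total of 239535 normalised reads ranked 3, after 279330 for ssc-miR-26a. Its fold change was 0.91 from 63 to 98 d (95% Clopper-Pearson interval 0.90 to 0.92), 1.32 from 98 to 161 d (1.30 to 1.33) and 1.20 from 63 to 161 d (1.18 to 1.21), from 1 library per stage.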

MiR-486, the second-most abundant miRNA has been identified as a downstream mediator of myocardin-related transcription factor-A (*MRTF-A*), serum response factor (*SRF*) and *MyoD*[26]. The remaining myomiRs also participate in certain processes of muscle proliferation and differentiation as outlined in Table 3.

**Table 3:** The function of highly expressed muscle-related miRNAs in muscle development.

miRs	Targets	miRs-targets relationship
**miR-133a-3p**	SRF	down-regulation
**miR-486**	PTEN, FOXO1A	down-regulation
**miR-1**	HDAC4, PAX3, PAX7	down-regulation
**miR-143-3p**	SRF, myocardin, Nkx2-5	down-regulation
**miR-30a-5p**	PTC1, CTGF, SMO	down-regulation
**miR-181a**	Hox-A11	down-regulation
**miR-148a-3p**	ROCK1	down-regulation
**miR-92a**	MEF2	down-regulation
**miR-21**	WNT1, JAG1	down-regulation
**miR-126-5p**	VCAM-1	down-regulation

### Validation of miRNA expression by stem-loop RT-qPCR

To validate the miRNA expression profile determined by sequencing, we randomly selected 9 differentially expressed miRNAs for stem-loop RT-qPCR assay (Fig 3). All 9 miRNAs were detected by RT-qPCR at 63, 98 and 161 d (Fig 3B), and they closely matched the overall trends at the three stages as determined by sequencing (Fig 3A). 

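The sequencing values of these 9 miRNAs were computed from the 3 libraries (no replicates), and the RT-qPCR values are not in the files analysed here. From 63 to 98 d the fold change was above 2 for ssc-miR-195 (3.45), ssc-miR-450c-5p (2.50) and ssc-miR-1 (2.36), and below 0.5 for PC-5p-813_1295 (0.40), ssc-miR-92a (0.46) and ssc-miR-127 (0.48). In the same interval it was 1.18 for ssc-miR-143-3p, 0.79 for ssc-miR-140-3p and 0.74 for ssc-miR-145-5p. From 63 to 161 d the fold change was 3.57 for ssc-miR-195, 3.41 for ssc-miR-143-3p, 3.02 for ssc-miR-140-3p, 1.97 for ssc-miR-1, 1.70 for ssc-miR-145-5p and 1.29 for ssc-miR-450c-5p. It was 0.87 for PC-5p-813_1295, 0.49 for ssc-miR-92a and 0.47 for ssc-miR-127. The counts ranged from 164 for ssc-miR-195 at 63 d to 76517 for ssc-miR-1 at 98 d. Of the 18 fold changes, that of PC-5p-813_1295 from 63 to 161 d (95% Clopper-Pearson interval 0.77 to 0.99) was not past the exact binomial test after Benjamini-Hochberg adjustment (adjusted p = 0.1005). Scaling to clean reads changed the direction for ssc-miR-140-3p (1.27) and ssc-miR-145-5p (1.18) from 63 to 98 d. Since RT-qPCR and sequencing moved alike over the stages, the paper concludes that the sequencing profile can be relied on.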

The correlation coefficient between the two ethods was 0.86, indicating that the results obtained using the two methods were closely related (Fig 3C). These results further demonstrated that deep sequencing is a reliable technique for ascertaining the gene expression profile of animal muscle samples, and the sequencing results were considered reliable for subsequent analyses.

**Fig 3:**
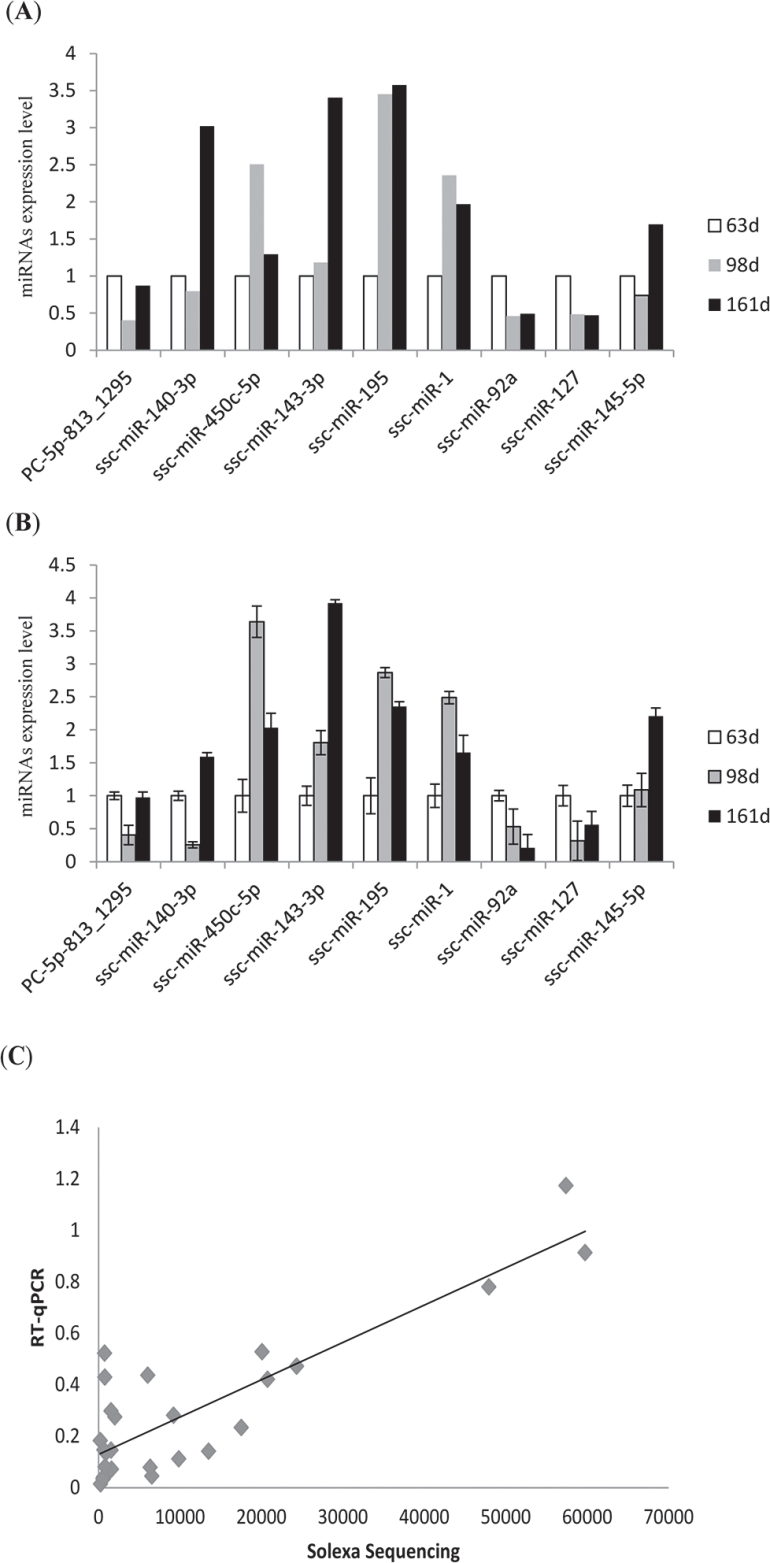
RT-PCR verification of miRNAs detected by solexa sequencing. (**A**) Fold change of differentially expressed miRNAs at 63, 98 and 161 d as determined by sequencing. (**B**) Fold change of differentially expressed miRNAs at 63, 98 and 161 d as determined by RT-qPCR. (**C**) Correlation coefficients (R) between miRNA expression profiles as determined by Illumina sequencing and RT-qPCR. The miRNAs selected for analysis are PC-5p-813_1295, ssc-miR-140-3p, ssc-miR-450c-5p, ssc-miR-143-3p, ssc-miR-195, ssc-miR-1, ssc-miR-92a, ssc-miR-127 and ssc-miR-145-5p.

### Differential expression of miRNAs in different stages

The differentially expressed (DE) miRNAs may play important roles in biological processes. To identify typical miRNAs involved in the regulation of muscle fibre type, we compared the libraries of the three stages. After normalisation, a 2-fold change between groups was used to filter differentially expressed miRNAs (p<0.05). 

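All miRNAs with at least 1 count in either library were tested, 1428 between 63 and 98 d, 1505 between 98 and 161 d and 1333 between 63 and 161 d. With a fold change above 2 or below 0.5 and an unadjusted p below 0.05 from the exact binomial test, 171 miRNAs passed between 63 and 98 d (65 up, 106 down). Between 98 and 161 d 145 passed (72 up, 73 down), and between 63 and 161 d 188 passed (78 up, 110 down). After Benjamini-Hochberg adjustment 123 remained in the first comparison, 95 in the second, and 63 up and 80 down in the third. Many had few counts, since 68, 65 and 66 of them were absent from 1 of the libraries compared and 42, 37 and 37 had fewer than 10 counts in both. Porcine mature names made up 41, 28 and 47 of them. The test has no replicates to draw on, and with an assumed biological coefficient of variation of 0.2 in edgeR's exact test 126, 106 and 159 miRNAs passed. Of the scalings, that to the clean reads of S1 Table moved the first comparison most, to 266 miRNAs (222 up, 44 down).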

Using filter criteria, there were 89 (47 up/42 down), 64 (21 up/43 down) and 120 (48 up/72 down) DE miRNAs between 63d and 98d, 98d and 161d and 63d and 161d, respectively (Table 4). However, a previous study demonstrated that miRNAs identified by sequencing and expressed at low levels usually had no discernible activity[21]. 

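Expression above 300 normalised reads in both libraries compared was reached by 146 miRNAs between 63 and 98 d, by 151 between 98 and 161 d and by 142 between 63 and 161 d. For ssc-miR-140-3p, with 2126 counts at 98 d and 6025 at 161 d, the 95% Clopper-Pearson interval of the fold change of 3.80 ran from 3.62 to 3.99. For ssc-miR-374a-5p, with 299 counts at 63 d and 1156 at 98 d, the fold change was 2.16 (1.90 to 2.46). Among miRNAs with at least 100 counts in both libraries, the largest changes from 63 to 98 d were those of ssc-miR-195 (3.45), ssc-miR-296-3p (0.33) and mml-miR-486-5p (0.38). Between 98 and 161 d they were ssc-miR-140-3p (3.80), ssc-miR-335 (0.32) and ssc-miR-192 (0.33), and between 63 and 161 d cfa-miR-409 (0.27), oan-miR-9-3p (3.62) and ssc-miR-195 (3.57). Scaling to clean reads shifted ssc-miR-195 from 63 to 98 d furthest, to 5.51. The authors reason that miRNAs at low levels usually have no discernible activity and so restrict their list to the higher ones.

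**Figure D2:**
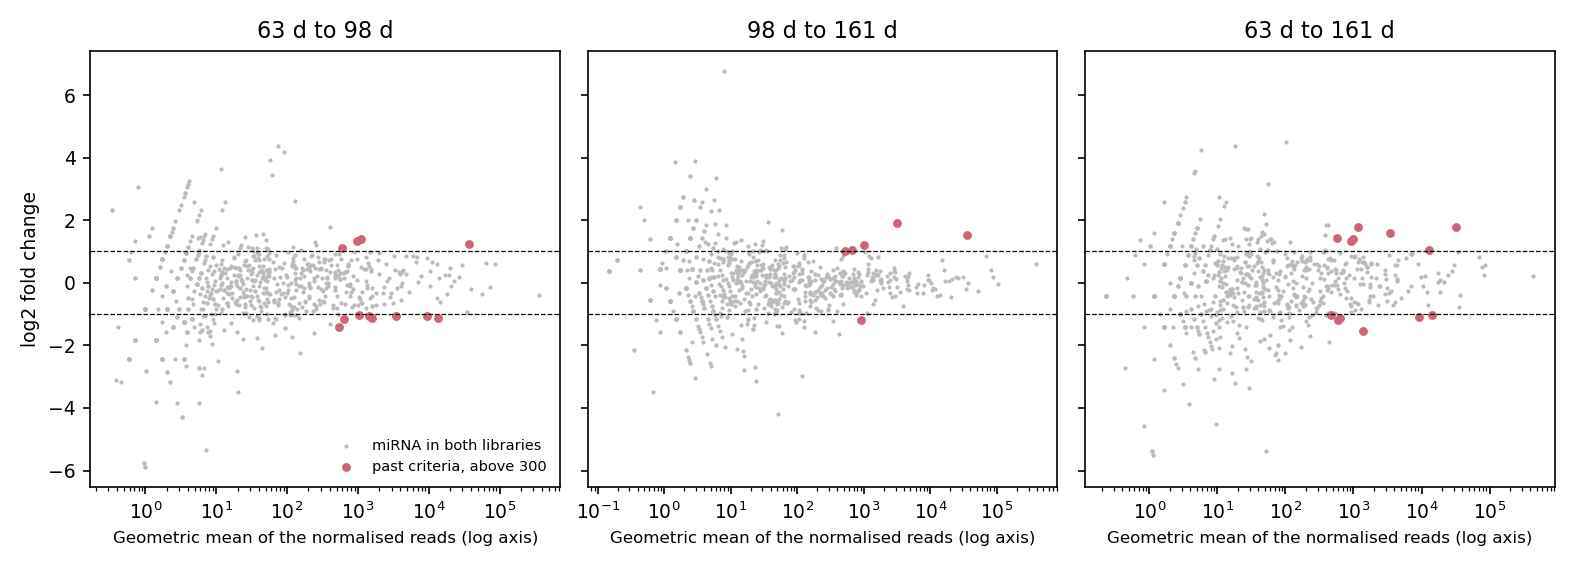
Fold change between libraries (log2 scale, vertical) against the geometric mean of the normalised reads (log axis, horizontal) for miRNAs with counts in both libraries, 1 panel per comparison and 1 point per miRNA. Dashed lines mark fold changes of 2 and 0.5, and at higher expression few points lie outside them, 12, 6 and 13 being past the criteria with more than 300 normalised reads in both libraries.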

The miRNAs with the normalised expression levels over 300 RPM are listed in Table 5. 

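With more than 300 normalised reads in both libraries, 12 miRNAs passed between 63 and 98 d (4 up, 8 down), 6 between 98 and 161 d (5 up, 1 down) and 13 between 63 and 161 d (7 up, 6 down). All of them also passed after Benjamini-Hochberg adjustment. Up from 63 to 98 d were ssc-miR-450b-5p (2.64), ssc-miR-450c-5p (2.50), ssc-miR-1 (2.36) and ssc-miR-374a-5p (2.16). Down were mml-miR-486-5p (0.38), hsa-mir-7641-2-p3 (0.45), PC-3p-412_833 (0.46), ssc-miR-92a (0.46), ssc-miR-423-3p (0.48), ssc-miR-28-3p (0.48), ssc-miR-127 (0.48) and ssc-mir-1285-p5 (0.49). Between 98 and 161 d ssc-miR-140-3p (3.80), ssc-miR-143-3p (2.88), ssc-miR-145-5p (2.30), ssc-miR-181c (2.08) and oan-miR-9-3p (2.04) rose and mml-miR-380-3p (0.44) fell. From 63 to 161 d the rises were ssc-miR-340 (3.45), ssc-miR-143-3p (3.41), ssc-miR-140-3p (3.02), ssc-miR-181c (2.67), mdo-miR-181a-2-3p (2.65), hsa-miR-181a-3p (2.54) and ssc-miR-148a-3p (2.08). In the same comparison the falls were PC-3p-412_833 (0.34), mml-miR-486-5p (0.44), hsa-mir-7641-2-p3 (0.46), ssc-miR-127 (0.47), ssc-miR-92a (0.49) and ssc-miR-139-5p (0.49). Under porcine mature names stood 8, 4 and 8 of the 12, 6 and 13 miRNAs. The numbers depended most on asking for 300 normalised reads in at least 1 of the libraries in place of both, which gave 28, 13 and 33 miRNAs. Scaling to clean reads changed which miRNAs passed, with 19 up and 0 down from 63 to 98 d. From 98 to 161 d 1 passed up and 4 down, and from 63 to 161 d 6 up and 0 down. The 8 falls from 63 to 98 d stayed below 1, between 0.60 and 0.78, and missed the limit of 0.5. The limit of 300 was kept, although the factors of this scaling are smaller (0.2436, 0.2171 and 0.1955 at 63, 98 and 161 d).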

There were 4 upregulated miRNAs and 5 downregulated miRNAs between 63 and 98 d, 4 upregulated miRNAs and 1 downregulated miRNA between 98 and 161 d, and 5 upregulated miRNAs and 3 downregulated miRNAs between 63 and 161 d. 

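Normalised reads at 63, 98 and 161 d were 24363, 57392 and 47941 for ssc-miR-1, 20096, 9231 and 9855 for ssc-miR-92a, 17551, 20770 and 59774 for ssc-miR-143-3p, and 13523, 6544 and 6353 for ssc-miR-127 (no replicates). Each therefore exceeded 10000 normalised reads at 1 age at least, ssc-miR-92a and ssc-miR-127 at 63 d only. Under CPM, clean reads, TMM and DESeq2's median of ratios, the fold change of ssc-miR-1 from 63 to 98 d lay between 2.42 and 3.76 and stayed above 2. That of ssc-miR-92a lay between 0.47 and 0.73 and that of ssc-miR-127 between 0.50 and 0.77, with clean reads giving the values nearest to 1. For ssc-miR-143-3p from 98 to 161 d the range was 1.93 to 2.85. Because these miRNAs are both abundant and muscle-related, the paper proposes that they take part in muscle development and differentiation.

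**Figure D3:**
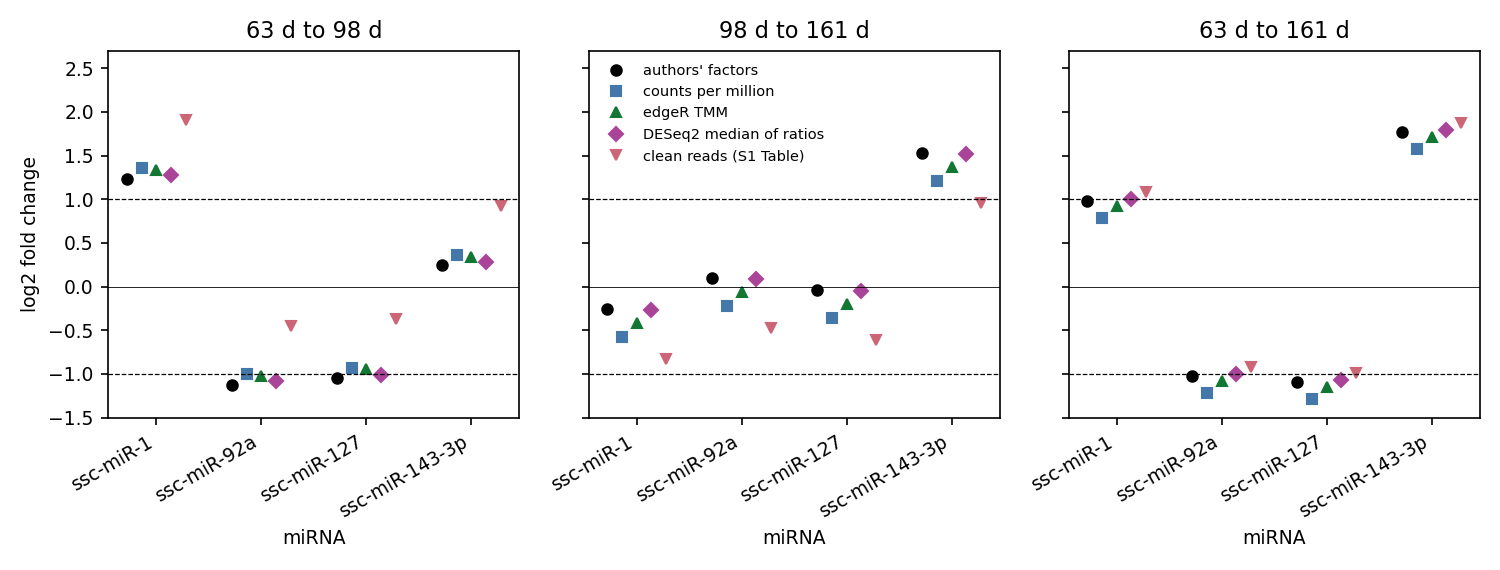
Fold change (log2 scale) of ssc-miR-1, ssc-miR-92a, ssc-miR-143-3p and ssc-miR-127 for each pair of ages, 1 panel per pair, with 1 symbol per way of scaling the libraries. The clean-read scaling lies farthest from the others from 63 to 98 d, where it places ssc-miR-92a at 0.73 and ssc-miR-127 at 0.77.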

Among these miRNAs, ssc-miR-1, ssc-miR-92a, ssc-miR-143-3p and ssc-miR-127 were highly expressed (normalised reads over 10000 RPM), and all 4 of these miRNAs are muscle-related. In particular, miR-1 is a myomiR. These miRNAs may therefore participate in muscle development and differentiation through various pathways.

**Table 4:** Summary of differential expression miRNAs between the three stages.

The comparison between libraries	DE miRNAs	upregulated miRNAs	downregulated miRNAs
D63 vs D98	89	47	42
D98 vs D161	64	21	43
D63 vs D161	120	48	72

DE: differential expression, fold change>2 or fold change<0.5, p<0.05.

**Table 5:** Differential expression of miRNAs between the three stages(expression level > 300 RPM).

miRs name	EL (D63)	EL (D98)	EL (D161)	FC(63vs98)	FC(98vs161)	FC(63vs161)	p-value
ssc-miR-1	24349	57426	47962	2.36	0.84	1.97	0
ssc-miR-127	13523	6544	6353	0.48	0.97	0.47	0
ssc-mir-1285-p5	1470	722	912	0.49	1.26	0.62	2.20E-56
ssc-miR-139-5p	665	377	327	0.57	0.87	0.49	3.66E-42
ssc-miR-140-3p	2007	1595	6058	0.79	3.80	3.02	0
ssc-miR-143-3p	17551	20769	59773	1.18	2.88	3.41	0
ssc-miR-145-5p	914	675	1552	0.74	2.30	1.70	6.84E-47
ssc-miR-148a-3p	8851	14004	18387	1.58	1.31	2.08	0
ssc-miR-181c	356	457	950	1.28	2.08	2.67	2.37E-22
ssc-miR-28-3p	2101	1013	1360	0.48	1.34	0.65	2.22E-83
ssc-miR-335	395	753	240	1.91	0.32	0.61	8.40E-86
ssc-miR-340	630	1236	2173	1.96	1.76	3.45	3.00E-142
ssc-miR-374a-5p	402	867	662	2.16	0.76	1.65	5.06E-41
ssc-miR-423-3p	5014	2407	3305	0.48	1.37	0.66	1.28E-198
ssc-miR-450b-5p	675	1781	1228	2.64	0.69	1.82	2.13E-117
ssc-miR-450c-5p	619	1550	801	2.50	0.52	1.29	1.92E-94
ssc-miR-92a	20096	9231	9855	0.46	1.07	0.49	0

EL: expression level, fold change > 2 or fold change < 0.5, expression level > 300 RPM, p<0.05.

For example, miR-1 regulates the expression of slow-twitch muscle fibre through the *HDAC4/MEF2* pathway. 

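From 63 to 98 d ssc-miR-1 rose from 18128 to 76517 counts, or from 24363 to 57392 normalised reads. Its fold change was 2.36 (95% Clopper-Pearson interval 2.32 to 2.39, counting noise only), and the exact binomial p was smaller than 1e-300. From 98 to 161 d it was 0.84 (0.83 to 0.845). From 63 to 161 d it was 1.97 (1.93 to 2.00), which did not reach the criterion of 2 with the authors' factors. That change was above 2 with DESeq2's factors (2.001) and clean reads (2.11), and below it in CPM (1.72) and with TMM (1.89). The change from 63 to 98 d was the most affected by the scaling, and with clean reads it was 3.76. Reads that matched the known sequence without error, 808 at 63 d and 3377 at 98 d, gave 2.33, a setting chosen after the files were seen. The same setting gave 0.9964 from 98 to 161 d and 2.32 from 63 to 161 d. From the rise to 98 d the paper proposes that ssc-miR-1 has a key part in the control of slow-twitch fibres at that age.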

In our study, ssc-miR-1 was upregulated more than 2-fold in the period from 63 to 98 d suggesting that it may play a key role in the regulation of slow-twitch fibres during this period. A previous study demonstrated that mmu-miR-92a controls the growth of new blood vessels and may serve as valuable therapeutic target in the treatment of ischemic disease[27]. Other studies have also detected high expression levels of bta-miR-92a in skeletal muscle[28, 29]. 

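In the pig libraries ssc-miR-92a had 14952.5, 12307.5 and 9801 counts at 63, 98 and 161 d. It fell to 0.46 of its level from 63 to 98 d (95% Clopper-Pearson interval 0.45 to 0.47) and to 0.49 from 63 to 161 d (0.48 to 0.50). Both changes had an exact binomial p smaller than 1e-300 (no replicates). Between 98 and 161 d the fold change was 1.07 (1.04 to 1.10). It lay on the other side of 1 under clean-read scaling (0.72), in CPM (0.86) and with TMM (0.96), and was 1.06 with DESeq2's factors. With clean reads the fall from 63 to 98 d was 0.73 and that from 63 to 161 d was 0.53, both short of the limit of 0.5. The other scalings kept both falls below 0.5. The paper joins the high level in skeletal muscle with the role in vessel growth known from mice and proposes that miR-92a takes part in muscle growth.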

This result indicates that miR-92a may be involved in the regulation of skeletal muscle growth. As predicted by TargetScan, miR-127 targets lysine methyltransferase 8 (*SETD8*), mitogen-activated protein kinase 4 (*MAPK4*) and aconitase 2 (*ACO2*). SETD8 plays a crucial role in lysine methylation[30], and lysine regulates muscle fibre type through its effect on *MEF2*[31]. The MAPK signalling pathway is involved in motor neurons and signalling systems. Activation of the MAPK pathway induces effects similar to those of slow motor neurons on the expression of myosin genes[32]. 

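Sequencing counted 10062, 8724 and 6318 reads of ssc-miR-127 at 63, 98 and 161 d, from a single hairpin between 132099535 and 132099660 on the plus strand. The fold change was 0.48 from 63 to 98 d (95% Clopper-Pearson interval 0.47 to 0.50) and 0.47 from 63 to 161 d (0.46 to 0.49). From 98 to 161 d it was 0.97 (0.94 to 1.003), which was not past the exact binomial test with the authors' factors (p = 0.0737). This outcome depended on the scaling, since the same exact binomial test gave p = 0.0225 with DESeq2's factors (0.963), p = 1.7e-16 with TMM (0.873), p = 3.5e-51 in CPM (0.781) and p = 1.2e-149 with clean reads (0.652). The criterion of 0.5 was close to the values of the other comparisons. From 63 to 98 d the fold change was 0.525 in CPM, 0.518 with TMM and 0.773 with clean reads. Through the targets predicted for it, the paper speculates that miR-127 may act on fibre type by 3 pathways.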

Thus, we speculated that miR-127 may regulate muscle fibre types via these three pathways. A previous mmu-miR-143 knockout experiment indicated that the expression of the mmu-miR-143 cluster is essential for vascular smooth muscle cells (VSMCs) to acquire the contractile phenotype[33]. MiR-143 is involved in adipocyte differentiation through target genes, including *ERK5*[34].Another study demonstrated that the expression of miR-143 was negatively correlated with the expression of *MyoD* in both fast and slow muscles of Siniperca chuatsi. Furthermore, the suppression of miR-143 induced notable upregulation of *MyoD* and fast *MYH* genes, indicating that miR-143 is involved in controlling the performance of different fibre types in vertebrate[35]. However, studies on miR-143 in porcine skeletal muscle are rare. In our study, miR-143-3p was upregulated from 63d to 161d, with a fold change between 98 d and 161 d greater than 2. 

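Counts of ssc-miR-143-3p were 13059, 27691 and 59445 at 63, 98 and 161 d, or 17551, 20770 and 59774 normalised reads. The counted hairpin lies between 157344726 and 157344828 on the plus strand, 1298 bases from that of ssc-miR-145-5p. Its fold change was 1.18 from 63 to 98 d (95% Clopper-Pearson interval 1.16 to 1.21, exact binomial p = 1.0e-57). It was 2.88 from 98 to 161 d (2.84 to 2.92) and 3.41 from 63 to 161 d (3.34 to 3.47), both with an exact binomial p smaller than 1e-300. The intervals cover counting noise in 1 library per age and not the variation between pigs. Clean-read scaling gave 1.89, 1.93 and 3.65 for the 3 comparisons and moved the first and the second most, so that the step from 98 to 161 d fell below 2. The change from 63 to 161 d moved most in CPM, to 2.97. The step from 98 to 161 d was 2.59 with TMM and 2.85 with DESeq2's factors. The neighbouring ssc-miR-145-5p had a fold change of 2.30 in the same step (2.12 to 2.50). It fell below 2 in CPM (1.85) and with clean reads (1.54), and stayed above it with TMM (2.07) and DESeq2's factors (2.28). Given its rise over the stages, the paper asks whether ssc-miR-143-3p drives the change of fibre type.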

Understanding whether the transformation of muscle fibre type is caused by the changes of ssc-miR-143-3p expression merits further research.

### miRNA target prediction and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis

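With more than 1000 normalised reads in both libraries and a fold change above 1.8 or below 0.56, 10 miRNAs passed between 63 and 98 d (4 up, 6 down), 3 between 98 and 161 d (3 up) and 9 between 63 and 161 d (7 up, 2 down). From 63 to 98 d these were ssc-miR-1 (2.36), ssc-miR-208b (1.96), ssc-miR-199b-5p (1.95) and ssc-miR-30b-5p (1.82) upwards, and PC-3p-412_833 (0.46), ssc-miR-92a (0.46), ssc-miR-423-3p (0.48), ssc-miR-28-3p (0.48), ssc-miR-127 (0.48) and ssc-miR-378 (0.53) downwards. From 98 to 161 d they were ssc-miR-140-3p (3.80), ssc-miR-143-3p (2.88) and aja-miR-22 (1.80). From 63 to 161 d ssc-miR-143-3p (3.41), ssc-miR-140-3p (3.02), ssc-miR-148a-3p (2.08), ssc-miR-1 (1.97), ssc-miR-151-5p (1.89), ssc-miR-10a-5p (1.88) and ssc-miR-9 (1.86) rose, and ssc-miR-127 (0.47) and ssc-miR-92a (0.49) fell. All passed the exact binomial test after adjustment. These sets depended on the scaling, and the limit of 1000 was kept although the scalings give values of different size. Under clean reads 13 miRNAs passed from 63 to 98 d, all of them up, so that none of the falls remained, and 6 passed from 98 to 161 d (1 up, 5 down). From 63 to 161 d CPM gave 8 miRNAs, of which 3 were up and 5 down.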

To further research the biological function of identified miRNAs, TargetScan and miRanda were used to predict the potential mRNA targets for the most abundant miRNAs (listed in Table 2) and highly differentially expressed (HDE) miRNAs (fold change >1.8 or <0.56; normalisation reads over 1000 RPM, listed in S5 Table). Because porcine genes are not included in the current TargetScan and miRanda databases, our predictions were based on human mRNAs. To analyse the functions of miRNAs involved in the muscle growth process, we selected targets of the abovementioned miRNAs and classified them according to the KEGG pathway enrichment analysis using DAVID functional annotation. A total of 2884 unique potential targets (2577 with name annotation) for the most abundant miRNAs (except the ubiquitously expressed let-7 family) were predicted. Twenty-seven enriched pathways were identified (p<0.05, Fig 4). These pathways are involved in disease, immunity, cell differentiate and communication. In particular, some enriched pathways were involved in the regulations of muscle fibre, including the MAPK[23], Peroxisome proliferator-activated receptors (PPAR)[12, 36], ErbB[37, 38] and mTOR[39] signalling pathways.

**Fig 4:**
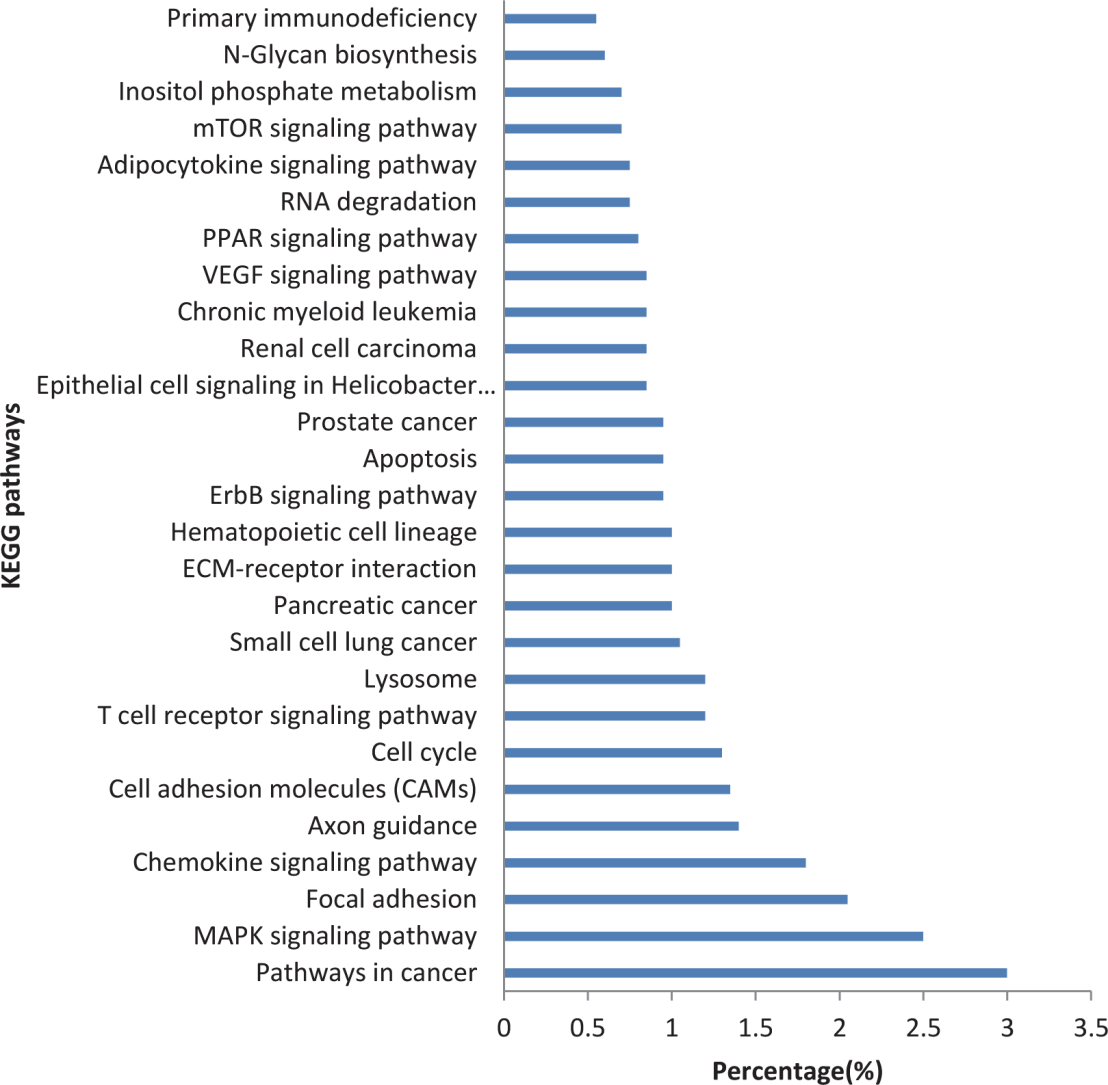
KEGG pathway analysis of most abundant miRNAs.

To identify the function of HDE miRNAs on the different biological process, we performed KEGG pathways analysis for the targets of HDE miRNAs at 63d to 98d, 98d to 161d and 63d to 161d. There were 17, 18 and 22 enriched pathways at different stages, respectively (p<0.05). And we summarized the pathways with the enriched genes over 1% of the total performed genes in S6 Table. There were 29 enriched pathways at the tree stages. Among them, PPAR, ErbB, Insulin, mTOR signalling pathways, adherens junction, and focal adhesion, were reported involved in the regulation of muscle proliferation and differentiation. Particularly, the PPAR signalling pathway were both highly enriched in the periods from 63 to 98 d and from 98 to 161 d. PPARs are nuclear hormone receptors that are activated by fatty acids and their derivatives. One of the PPAR subtypes, PPARδ, is involved in the regulation of muscle fibre type. Treatment of muscle with a PPARδ agonist induces an increasing number of type 1 fibres[12]. The PPARγ coactivator-1 (PGC-1) and PPARα may play a key role in inducing the increase in skeletal muscle mitochondrial content and the oxidative muscle fibre phenotype[36]. Thus, the PPAR signalling pathway may play an important role in muscle fibre regulation during this period.

### Integrated analysis of the mRNA and miRNA expression profiles

MiRNAs play an important role in RNA silencing and the post-transcriptional regulation of mRNA expression. In general, the expression patterns of miRNAs and their target mRNAs show opposing trends. We also performed mRNA Illumina deep sequencing for the psoas major muscle at different stages and an integrated analysis of the mRNA and the miRNA expression profiles. The miRNAs (normalisation reads over 100; a fold change greater than 1.8 or less than 0.56; p<0.05) and their target mRNAs (normalisation reads over 100; p<0.05) showing opposite expression trends are listed in S7 Table. The miRNAs marked in red colour were expressed at a high level (normalisation expression level over 10000 RPM), and the targeted genes shown in red, including *ACO2* [40], *PDK4*[41, 42], *CFL2*, *TNNC2*, *FLNC*[43], *ITM2B*, and *MYL1*, are reported involved as being in the regulation of muscle function. These miRNAs and mRNAs are crucial factors in muscle regulation. For instance, aconitate 2, encoded by the *ACO2* gene, is essential for lysine biosynthesis during filamentous fungal respiration [40]. In addition, studies have indicated that the *MEF2* gene may be regulated by lysine[44], and the *MEF2* binding site appears to be necessary for generating slow or oxidative muscle fibre[45]. Therefore, *ACO2* may regulate muscle fibre composition through its effects on lysine and MEF2. Pyruvate dehydrogenase kinase 4 (*PDK4*) is a master gene involved in muscle oxidative metabolism, and a study of the effect of two different exercises on different fibre types indicated that *PDK4* is significantly increased in both fibre types (type 1 and type 2) after prolonged exercise, with no difference between continuous exercise and interval exercise[41]. Many studies have demonstrated that exercise can increase the content of type 1 fibre, providing evidence that there are links between miRNAs and muscle fibre regulation. In particularly, FilaminC (*FLNC*), which is the potential target of the most abundant miR-143-3p, is one member of a family of actin binding proteins. A previous study on *FLNC* loss in vitro demonstrated that *FLNC* has a crucial role in muscle development and in the maintenance of muscle structural integrity[43]. And miR-143 also targets *HDAC4* and *MyoD*, which are reportedly involved in the regulation of muscle fibre types[35]. Therefore, miR-143-3p may regulate muscle fibre in a similar fashion.

### Effect of ssc-miR-143-3p on the slow fibre *MYH7* gene and protein expression in skeletal muscle satellite cells

To gain further insight into the function of miR-143-3p on muscle differentiation, we transferred mimics of ssc-miR-143-3p into porcine skeletal muscle satellite cells (SCs), for ssc-miR-143-3p overexpression. The expression of the *MYH7* gene in SCs was significantly increased after transfection with ssc-miR-143-3p mimics (Fig 5A, p<0.05). To identify the effect of ssc-miR-143-3p on myosin protein, we performed western blotting (WB) using total protein extracted from the transfected cells. The results indicated that the protein encoded by the *MYH7* gene was also significantly increase following *MYH7* gene upregulation (Fig 5B, p<0.05). To obtain more evidence that slow fibres are regulated by ssc-miR-143-3p, we also transfected an ssc-miR-143-3p inhibitor into SCs, and the result was consistent with that for ssc-miR-143-3p mimic transfection. *MYH7* gene expression was repressed after ssc-miR-143-3p inhibitor transfection, though it was not significant (Fig 5C). In addition, the *MYH7* protein was significantly repressed by the ssc-miR-143-3p inhibitor (Fig 5D). Together, all of these results provide evidence that the ssc-miR-143-3p plays an important role in the regulation of slow muscle fibre in vitro.

**Fig 5:**
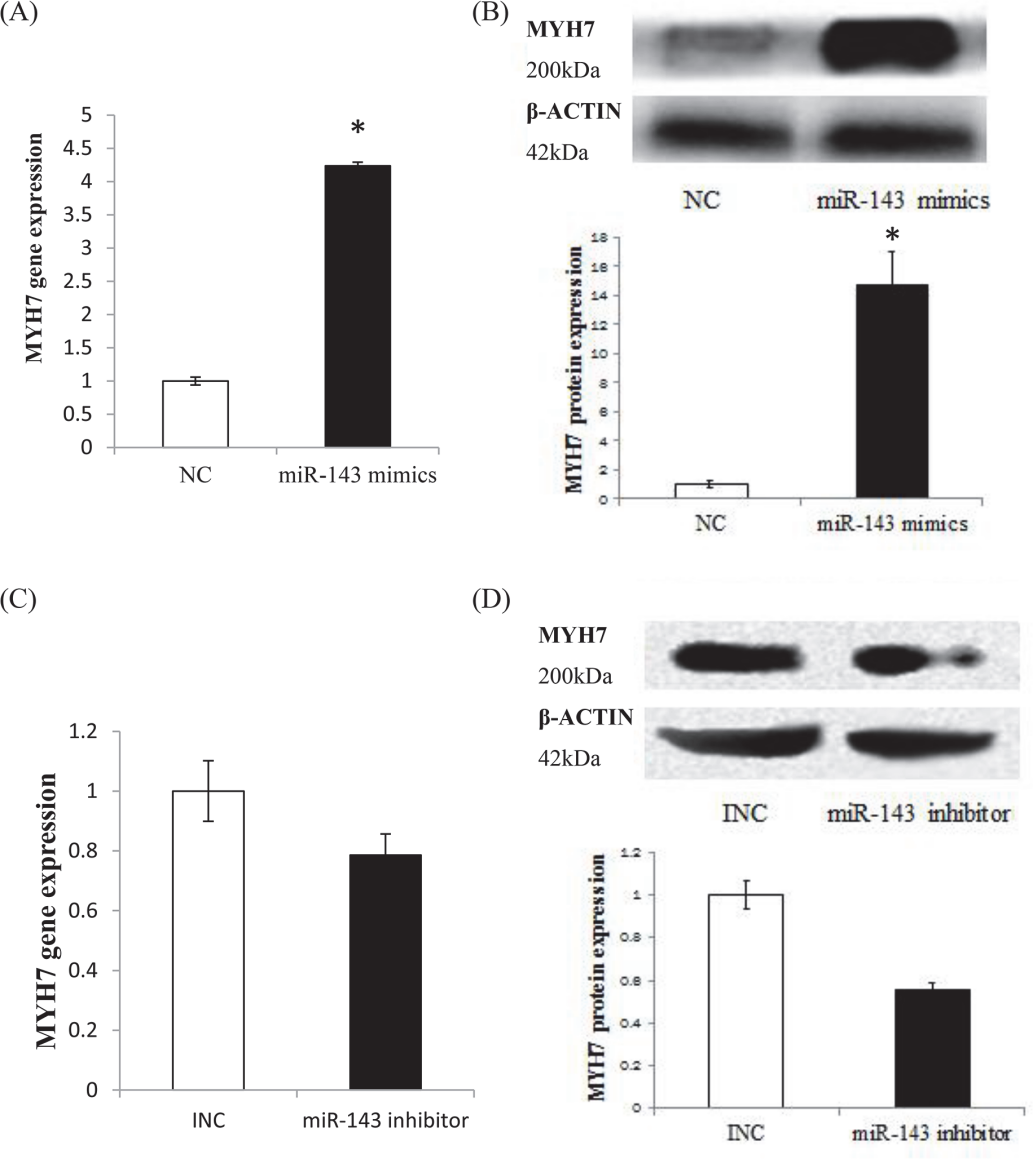
The expression levels of *MYH7* gene and protein in porcine skeletal muscle satellite cells after transferred ssc-miR-143 mimics and inhibitor. (A) The expression level of slow fibre gene *MYH7* after transferred ssc-miR-143-3p mimics; (B) The expression level of slow-twitch muscle myosin heavy chain protein after transfection with ssc-miR-143-3p mimics; (C) The expression level of slow fibre gene *MYH7* after transferred ssc-miR-143-3p inhibitor; (D) The expression level of slow-twitch muscle myosin heavy chain protein after transferred ssc-miR-143-3p inhibitor. NC is the control group for the miR-143 mimics transferred experiment. And INC is the control group for the miR-143 inhibitor transferred experiment. (*p<0.05, n = 5).

The upregulation/downregulation of ssc-miR-143-3p in skeletal muscle could induce the increase/repression of slow muscle fibres. However, the mechanism by which ssc-miR-143-3p regulates muscle fibres remains enigmatic. On the basis of the potential targets of ssc-miR-143-3p and previous studies, we inferred three possible pathways involved in the regulation of muscle fibres by ssc-miR-143-3p. First, miR-143 directly targets *MyoD*, crucial regulator of the fast fibre phenotype[46], repressing its expression by binding to the of *MyoD* 3’UTR[35, 46], and regulated fast fibre through *MyoD*. Second, miR-143 promotes slow fibres by targeting *HDAC4*, repressing its expression, and *HDAC4* inhibits slow muscle gene expression by repressing *MEF2C*, an essential transcription factor of muscle development[24]. Third, miR-143 also regulates muscle differentiation by targeting *FLNC*[43] (Fig 6). However, which pathway plays the major role in the muscle fibre regulation remains unclear. Our subsequent experiments aim to illustrate this regulation mechanism.

**Fig 6:**
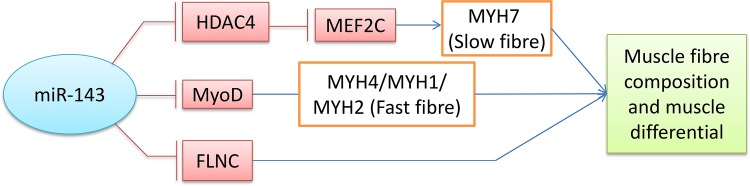
Potential regulation pathways of muscle fibres by ssc-miR-143-3p.

### Identify the pathways involved in the regulation of muscle fibres by ssc-miR-143-3p

To find out which pathway play a major role in the regulation of muscle fibres by ssc-miR-143-3p, we transferred ssc-miR-143-3p mimics and inhibitors into porcine skeletal muscle satellite cells, and detected some key genes in the potential regulation pathways (Fig 6), including *HDAC4*, *MEF2*, *MyoD* and *FLNC*. Results showed in Fig 7. The expression level of *HDAC4* in porcine skeletal muscle satellite cells was significantly deceased after transferred with ssc-miR-143 mimics (p<0.05). As *HDAC4* is a critical regulator of *MEF2*, the reduction of *HDAC4* significantly induce an increase of *MEF2* (p<0.05). At the same time, muscle satellite cells were transferred with ssc-miR-143 inhibitor. And the expression level of *HDAC4* and *MEF2* showed the opposite trends compared with transferred with ssc-miR-143 mimics. HDAC4 was significantly increased (p<0.05). And MEF2 was significantly decreased (p<0.05). However, the expression level of key genes *MyoD* and *FLNC* in the other two potential pathways have no changes both transferred with ssc-miR-143 mimics and inhibitor. The results all above indicated that the *HDAC4-MEF2* pathway play a crucial role in the muscle fibre regulation by ssc-miR-143.

**Fig 7:**
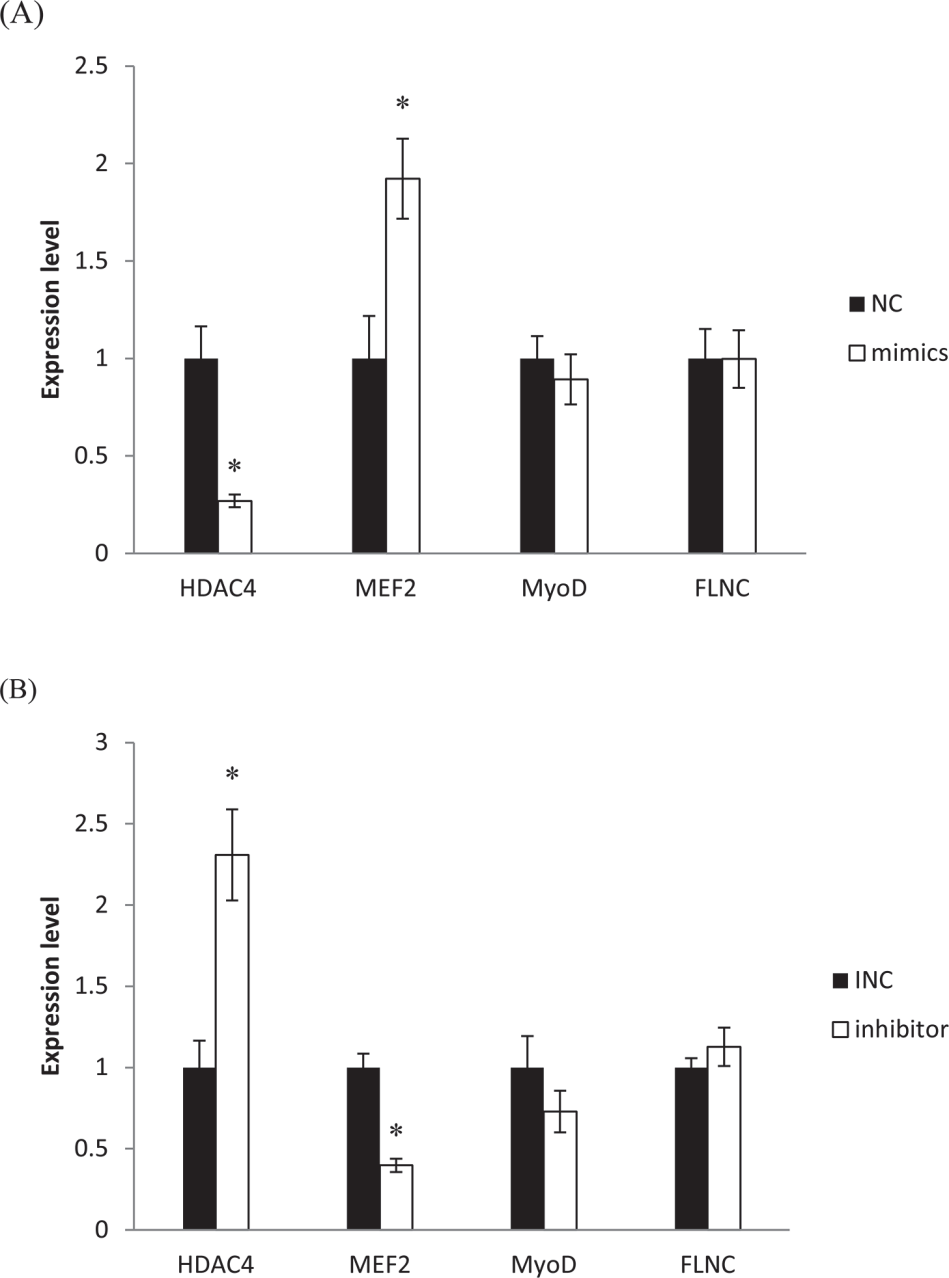
The expression levels of key genes in the potential regulation pathways after transferred ssc-miR-143 mimics and inhibitor. (A) The expression levels of key genes in the potential regulation pathways after transferred ssc-miR-143 mimics; (B) The expression levels of key genes in the potential regulation pathways after transferred ssc-miR-143 inhibitor. (*p<0.05, n = 5).

## Materials and Methods

### Ethics statement

The animals were reared and slaughtered in strict compliance with the Welfare and Ethics of Laboratory Animals Regulations (WELAR) approved by the Chinese Association For Laboratory Animal Sciences (CAFLAS). All animal procedures were conducted under the protocol (SCAU-AEC-2010-0416) approved by the Institutional of Animal Ethics Committee (IAEC) of South China Agricultural University.

### Animals and muscle sampling

Sixty castrated hybrid male pigs (Landrace × Large White × Duroc) were used in this study. All animals were purchased from the experimental animal centre of the WENs Group. The average weight of the pigs at the beginning of the experiment was 7.27±0.13 kg. The animals were divided into 6 stalls with 10 animals per stall (3.5m×6m). All animals were housed in a controlled environment and were provided free access to food and water. The experimental diet was designed according to the NRC 2012 (nutrient requirements of swine, eleventh revised edition, 2012) as follows: 10–30 kg stage: 19.2% CP, 1.02% available lysine, and 3300 Kcal of DE/kg; 30–60 kg stage: 17.2% CP, 0.85% available lysine, and 3300 Kcal of DE/kg; and 60–110 kg stage: 15.2% CP, 0.69% available lysine, and 3300 Kcal of DE/kg. The experiment began when the pigs were 35 d old followed by a 5-d period to adapt to the new diet.

We slaughtered 18 pigs at 63, 98 and 161 d of age by slaughtering one pig from each stall. During the night before slaughter, the pigs were allowed ad libitum access to water but not food. The following morning, pigs were slaughtered by electrical stunning and exsanguination [47]. The psoas major muscle was then isolated. Within 1 h after slaughter, muscle samples were taken, mounted on tongue depressors, placed in freezing tubes, and stored in liquid nitrogen before transfer to a −80°C freezer.

### Histological analyses

Transverse serial sections of all muscle samples were generated using a cryostat (Leica Microsystems Nussloch GmbH, Leica CM 1850, Germany; set at 10 μm) at -20°C [48]. We integrated mATPase histochemistry with succinate dehydrogenase (SDH) histochemistry. The sections were stained for 45 min using SDH histochemistry after pre-incubation at pH 4.35 [4]. The sections were then washed and stained for 30 min using mATPase histochemistry [49]. Images of all sections were captured using a CCD camera connected to an optical microscope, and image analysis software was used to identify the fibre type. The fibres were classified into MyHC types 1, 2a and 2x+2b. We made 5 sections for each pig, and we selected 3 fields of view from each section for counting and calculations. All of the images were taken at 100X magnification.

### Total RNA extraction

Total RNA was isolated from the three stages (63d, 98d and 161d) psoas major muscle samplesusing TRIzol according to the manufacturer’s instructions. The RNA samples were treated with DNase to eliminate trace genomic DNA contamination. The total RNA was quantified by measuring the absorbance at 260 nm. The 260/280 nm and 260/230 nm absorbance ratios were measured to determine the purity of the isolated RNA. The integrity of the extracted RNA was determined by examining the 28S and 18S rRNA bands on ethidium bromide-stained agarose gels [50].

### Real-time quantitative PCR of MyHC genes

Using the total RNA as template and oligo (dt)18 as a primer, reverse transcription reactions were performed to generate cDNA using reverse transcriptase and an RNase inhibitor. The cDNAs of the muscle samples were stored at −80°C until use.

Oligo 7 and Primer Premier 5 were used to design primers to amplify the MyHC isoform genes and a housekeeping gene for RT-qPCR. Because the MyHC isoform genes belong to a single family, their sequences are highly similar. To amplify specific PCR products, we compared the gene sequences and designed primers annealing to regions with low similarity [47]. The primer sequences and PCR conditions used are listed in S8 Table. The RT-qPCR reactions were performed on an ABI 7500 machine using the cDNA as template and the SYBR Green fluorescent dye. The thermal cycling parameters were as follows: an initial denaturation step at 95°C for 10 min followed by 40 cycles of denaturation at 95°C for 15 s and annealing and extension at 60°C for 1 min. The expression levels of various MyHC mRNAs are reported as 2-ΔCt where ΔCt is the difference in Ct between MyHC and GAPDH. The relative amounts of MyHC 1, 2a, 2x and 2b are reported as percentage of the total MyHC transcripts.

### Real-time quantitative PCR for miRNAs

Reverse transcriptase reactions contained 1 μg of purified total RNA, 50 nM stem-loop RT primer (S8 Table), 10×RT buffer, 0.25 mM dNTP, 3.33 U/μl M-MLV reverse transcriptase and 0.25 U/μl RNase inhibitor [51]. The 7.5 μl reactions were incubated for 60 min at 42°C, 10 min at 75°C and then held at 4°C[52]. Real-time quantitative PCR was performed with standard protocols of the ABI 7500 system and using the reverse transcriptase reaction products as templates. The RT-qPCR thermal cycling parameters used are described in section 3.3. All reactions were run in duplicate and including negative controls without template.

### miRNA library preparation and Illumina deep sequencing

For the three developmental stages, equal quantities of total RNA isolated from six individual pigs psoas major muscle were pooled. The small RNA libraries of three stages were prepared according to the following steps. First, we sequentially ligated 3’ and 5’ adapters to the extracted total RNA using T4 RNA Ligase 2. Second, reverse transcription of small RNA was performed by PCR to ligate the small RNA to 3’ and 5’ adapters, and the cDNA was then amplified. Third, the cDNA construct was gel purified, and the library was validated according to a series of quality control analyses. The purified cDNA was then used for the Illumina deep sequencing analysis following the standard procedure of our service provider (LC Science).

### Statistical analysis

All data, including the *MyHC* evaluation, RT-qPCR validation and correlation coefficients, were analysed using SPSS 19.0. The results are presented as the least square means with standard errors. The differences between the measured quantities were analyzed using the T-test; p<0.05 was considered to represent a significant difference. Pearson correlation coefficients were determined using partial correlation coefficients to analyse the correlation between the two methods, RT-qPCR and deep sequencing.

The raw sequence data were processed using a proprietary pipeline script, ACGT101-miR v4.2 (LC Sciences), and a series of digital filters were employed to remove various unmappable sequencing reads. Various “mappings” were performed on unique sequences against pre-miRNA (mir) and mature miRNA (miR) sequences listed in miRBase Release 20.0 or genome based on the public releases of appropriate species. The unique sequences were achieved and used for subsequent analysis. All the sequence data have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession NO.GSE64275.

## Conclusions

In the period between 63 and 161 d, the ratio of slow-twitch oxidative fibres (type 1) and fast-twitch oxidative fibres (type 2a) decreased, revealing that the oxidation capacity of the psoas major muscle decreased during this period. Using Illumina deep sequencing, 271 mature miRNAs and 243 pre-miRNAs were identified in the psoas major muscle by comparing the sequences to the current miRBase database, and 472 novel miRNAs were detected in the muscle samples. The sequencing data were confirmed by RT-qPCR, and in highly similar sequences were generated from the two techniques. A comprehensive miRNA expression profile of the psoas major muscle in the period between 63 and 161 d has been established, which provides fundamental information about the miRNA regulation of muscle growth and differentiation. We found 23 highly expressed miRNAs in the miRNA expression profile analysis of these three stages. Among them, there are 10 muscle-related miRNAs, which control muscle fibre content, myofibre identity and muscle performance. We also discovered several miRNAs, including ssc-miR-1, ssc-miR-143-3p, ssc-miR-151, ssc-miR-30b, ssc-miR-340, and ssc-miR-335, that may be involved in fibre type regulation. Furthermore, overexpression/inhibition of ssc-miR-143-3p in SCs induced an/a increase/reduction of the slow muscle fibre gene and protein (*MYH7*), indicating that miR-143 activity regulated slow muscle fibre differentiate. MiRNAs in skeletal muscle play important roles in the process of muscle growth and differentiation suggesting a role for miRNAs in muscle fibre regulation and ultimately in muscle development.

## Supporting Information

S1 Fig Muscle fibre identified by histochemical staining. (DOCX) Click here for additional data file.

S1 Table Overview of reads from raw data to cleaned sequences. (XLSX) Click here for additional data file.

S2 Table Known porcine miRNAs identified in the psoas major muscle. (XLSX) Click here for additional data file.

S3 Table The distribution of numbers for normalized miRNAs. (XLSX) Click here for additional data file.

S4 Table Novel porcine miRNAs identified in the psoas major muscle via Solexa sequencing. (XLSX) Click here for additional data file.

S5 Table miRNAs for KEGG pathway analysis. (XLSX) Click here for additional data file.

S6 Table KEGG pathway enriched analysis for the targets of DHE miRNAs between different stages. (XLSX) Click here for additional data file.

S7 Table MiRNAs and their target mRNAs with opposite expression trends. (XLSX) Click here for additional data file.

S8 Table Primers for RT-qPCR. (XLSX) Click here for additional data file.

## References

[1] KrawczynskiK, BauersachsS, KaczmarekM. MicroRNA biogenesis-associated genes expression and miRNA expression profile in porcine embryos. Reprod Domest Anim. 2012;47:545–. PubMed PMID: WOS:000306918700414.

[2] KlontRE, BrocksL, EikelenboomG. Muscle fibre type and meat quality. Meat science. 1998;49:S219–S29. PubMed PMID: WOS:000075885100017. 22060713

[3] JooST, KimGD, HwangYH, RyuYC. Control of fresh meat quality through manipulation of muscle fiber characteristics. Meat science. 2013;95(4):828–36. 10.1016/j.meatsci.2013.04.044 .23702339

[4] LefaucheurL, EcolanP, PlantardL, GueguenN. New insights into muscle fiber types in the pig. Journal Of Histochemistry & Cytochemistry. 2002;50(5):719–30. PubMed PMID: WOS:000175151700013.1196728310.1177/002215540205000513

[5] PetteD, StaronRS. Transitions of muscle fiber phenotypic profiles. Histochemistry and cell biology. 2001;115(5):359–72. .1144988410.1007/s004180100268

[6] MacfarlaneLA, MurphyPR. MicroRNA: Biogenesis, Function and Role in Cancer. Current genomics. 2010;11(7):537–61. 10.2174/138920210793175895 21532838PMC3048316

[7] ValdezG, HeyerMP, FengGP, SanesJR. The Role of Muscle microRNAs in Repairing the Neuromuscular Junction. PloS one. 2014;9(3). doi: ARTN e93140 10.1371/journal.pone.0093140 PubMed PMID: WOS:000333459900157.PMC396399724664281

[8] van RooijE, QuiatD, JohnsonBA, SutherlandLB, QiXX, RichardsonJA, et al A Family of microRNAs Encoded by Myosin Genes Governs Myosin Expression and Muscle Performance. Developmental cell. 2009;17(5):662–73. 10.1016/j.devcel.2009.10.013 PubMed PMID: WOS:000272100700011. 19922871PMC2796371

[9] WellsL, EdwardsKA, BernsteinSI. Myosin heavy chain isoforms regulate muscle function but not myofibril assembly. The EMBO journal. 1996;15(17):4454–9. 8887536PMC452174

[10] JiangH, JordanT, LiJ, LiH, DiMarioJX. Innervation-dependent and fiber type-specific transcriptional regulation of the slow myosin heavy chain 2 promoter in avian skeletal muscle fibers. Developmental dynamics: an official publication of the American Association of Anatomists. 2004;231(2):292–302. 10.1002/dvdy.20137 .15366006

[11] ChenZ, LiangS, ZhaoY, HanZ. miR-92b regulates Mef2 levels through a negative-feedback circuit during Drosophila muscle development. Development. 2012;139(19):3543–52. 10.1242/dev.082719 22899845PMC3436111

[12] WangYX, ZhangCL, YuRT, ChoHK, NelsonMC, Bayuga-OcampoCR, et al Regulation of muscle fiber type and running endurance by PPARdelta. PLoS biology. 2004;2(10):e294 10.1371/journal.pbio.0020294 15328533PMC509410

[13] el AzzouziH, LeptidisS, DirkxE, HoeksJ, van BreeB, BrandK, et al The hypoxia-inducible microRNA cluster miR-199a approximately 214 targets myocardial PPARdelta and impairs mitochondrial fatty acid oxidation. Cell metabolism. 2013;18(3):341–54. 10.1016/j.cmet.2013.08.009 .24011070

[14] HandelSE, SticklandNC. The growth and differential of porcine skeletal muscle fiber types and the influence of birthweight. Journal of anatomy. 1987;152(5):107–19.2958439PMC1261750

[15] WegnerJ, AlbrechtE, FiedlerI, TeuscherF, PapsteinHJ, EnderK. Growth- and breed-related changes of muscle fiber characteristics in cattle. Journal of animal science. 2000;78(6):1485–96. .1087563010.2527/2000.7861485x

[16] AshmoreCR, TompkinsG, DoerrL. Postnatal development of muscle fiber types in domestic animals. Journal of animal science. 1972;34(1):37–41. .425817410.2527/jas1972.34137x

[17] BeattyCH, PetersonRD, BocekRM. Metabolism of red and white muscle fiber groups. The American journal of physiology. 1963;204:939–42. .1396998210.1152/ajplegacy.1963.204.5.939

[18] AguilarHN, MitchellBF. Physiological pathways and molecular mechanisms regulating uterine contractility. Hum Reprod Update. 2010;16(6):725–44. 10.1093/humupd/dmq016 PubMed PMID: WOS:000283123200014. 20551073

[19] GeaJ, HamidQ, CzaikaG, ZhuE, Mohan-RamV, GoldspinkG, et al Expression of myosin heavy-chain isoforms in the respiratory muscles following inspiratory resistive breathing. American journal of respiratory and critical care medicine. 2000;161(4 Pt 1):1274–8. 10.1164/ajrccm.161.4.99040103 .10764323

[20] QinL, ChenY, LiuX, YeS, YuK, HuangZ, et al Integrative analysis of porcine microRNAome during skeletal muscle development. PloS one. 2013;8(9):e72418 10.1371/journal.pone.0072418 24039761PMC3770649

[21] MullokandovG, BaccariniA, RuzoA, JayaprakashAD, TungN, IsraelowB, et al High-throughput assessment of microRNA activity and function using microRNA sensor and decoy libraries. Nature methods. 2012;9(8):840–6. 10.1038/nmeth.2078 22751203PMC3518396

[22] LiG, LiY, LiX, NingX, LiM, YangG. MicroRNA identity and abundance in developing swine adipose tissue as determined by Solexa sequencing. Journal of cellular biochemistry. 2011;112(5):1318–28. 10.1002/jcb.23045 .21312241

[23] JordanT, JiangH, LiH, DiMarioJX. Regulation of skeletal muscle fiber type and slow myosin heavy chain 2 gene expression by inositol trisphosphate receptor 1. J Cell Sci. 2005;118(Pt 10):2295–302. 10.1242/jcs.02341 .15870113

[24] ChenJF, MandelEM, ThomsonJM, WuQ, CallisTE, HammondSM, et al The role of microRNA-1 and microRNA-133 in skeletal muscle proliferation and differentiation. Nature genetics. 2006;38(2):228–33. 10.1038/ng1725 16380711PMC2538576

[25] ZierathJR, HawleyJA. Skeletal muscle fiber type: influence on contractile and metabolic properties. PLoS biology. 2004;2(10):e348 10.1371/journal.pbio.0020348 15486583PMC521732

[26] SmallEM, O'RourkeJR, MoresiV, SutherlandLB, McAnallyJ, GerardRD, et al Regulation of PI3-kinase/Akt signaling by muscle-enriched microRNA-486. Proceedings of the National Academy of Sciences of the United States of America. 2010;107(9):4218–23. 10.1073/pnas.1000300107 20142475PMC2840099

[27] BonauerA, CarmonaG, IwasakiM, MioneM, KoyanagiM, FischerA, et al MicroRNA-92a controls angiogenesis and functional recovery of ischemic tissues in mice. Science. 2009;324(5935):1710–3. 10.1126/science.1174381 .19460962

[28] MuroyaS, TaniguchiM, ShibataM, OeM, OjimaK, NakajimaI, et al Profiling of differentially expressed microRNA and the bioinformatic target gene analyses in bovine fast- and slow-type muscles by massively parallel sequencing. Journal of animal science. 2012;91(1):90–103. 10.2527/jas.2012-5371 23100578

[29] JinW, GrantJR, StothardP, MooreSS, GuanLL. Characterization of bovine miRNAs by sequencing and bioinformatics analysis. BMC molecular biology. 2009;10:90 10.1186/1471-2199-10-90 19758457PMC2761914

[30] TakawaM, ChoHS, HayamiS, ToyokawaG, KogureM, YamaneY, et al Histone lysine methyltransferase SETD8 promotes carcinogenesis by deregulating PCNA expression. Cancer research. 2012;72(13):3217–27. 10.1158/0008-5472.CAN-11-3701 .22556262

[31] ZhaoX, SternsdorfT, BolgerTA, EvansRM, YaoTP. Regulation of MEF2 by histone deacetylase 4- and SIRT1 deacetylase-mediated lysine modifications. Molecular and cellular biology. 2005;25(19):8456–64. 10.1128/MCB.25.19.8456-8464.2005 16166628PMC1265742

[32] MurgiaM, SerranoAL, CalabriaE, PallafacchinaG, LømoT, SchiaffinoS. Ras is involved in nerve-activity-dependent regulation of muscle genes. Nature Cell Biology. 2000;2(3):142–7. 1070708410.1038/35004013

[33] RangrezAY, MassyZA, Metzinger-Le MeuthV, MetzingerL. miR-143 and miR-145: molecular keys to switch the phenotype of vascular smooth muscle cells. Circulation Cardiovascular genetics. 2011;4(2):197–205. 10.1161/CIRCGENETICS.110.958702 .21505201

[34] EsauC, KangX, PeraltaE, HansonE, MarcussonEG, RavichandranLV, et al MicroRNA-143 regulates adipocyte differentiation. The Journal of biological chemistry. 2004;279(50):52361–5. 10.1074/jbc.C400438200 .15504739

[35] ChenL, WuP, GuoXH, HuY, LiYL, ShiJ, et al miR-143: A Novel Regulator of MyoD Expression in Fast and Slow Muscles of Siniperca chuatsi. Curr Mol Med. 2014;14(3):370–5. PubMed PMID: WOS:000333339100007. 2458876810.2174/1566524014666140228100250

[36] RussellAP, FeilchenfeldtJ, SchreiberS, PrazM, CrettenandA, GobeletC, et al Endurance training in humans leads to fiber type-specific increases in levels of peroxisome proliferator-activated receptor-γ coactivator-1 and peroxisome proliferator-activated receptor-α in skeletal muscle. Diabetes. 2003;52(12):2874–81. 1463384610.2337/diabetes.52.12.2874

[37] GoldingJP, CalderbankE, PartridgeTA, BeauchampJR. Skeletal muscle stem cells express anti-apoptotic ErbB receptors during activation from quiescence. Experimental cell research. 2007;313(2):341–56. PubMed PMID: WOS:000243539000012. 1712351210.1016/j.yexcr.2006.10.019

[38] LebrasseurNK, CoteGM, MillerTA, FieldingRA, SawyerDB. Regulation of neuregulin/ErbB signaling by contractile activity in skeletal muscle. Am J Physiol-Cell Ph. 2003;284(5):C1149–C55. PubMed PMID: WOS:000181982400007. 1251975010.1152/ajpcell.00487.2002

[39] BodineSC, StittTN, GonzalezM, KlineWO, StoverGL, BauerleinR, et al Akt/mTOR pathway is a crucial regulator of skeletal muscle hypertrophy and can prevent muscle atrophy in vivo. Nature cell biology. 2001;3(11):1014–9. 1171502310.1038/ncb1101-1014

[40] FaziusF, ShelestE, GebhardtP, BrockM. The fungal α-aminoadipate pathway for lysine biosynthesis requires two enzymes of the aconitase family for the isomerization of homocitrate to homoisocitrate. Molecular Microbiology. 2012;86(6):1508–30. 10.1111/mmi.12076 23106124PMC3556520

[41] WangL, SahlinK. The effect of continuous and interval exercise on PGC-1alpha and PDK4 mRNA in type I and type II fibres of human skeletal muscle. Acta physiologica (Oxford, England). 2012;204(4):525–32. 10.1111/j.1748-1716.2011.02354.x .21883960

[42] WendeAR, HussJM, SchaefferPJ, GiguereV, KellyDP. PGC-1alpha coactivates PDK4 gene expression via the orphan nuclear receptor ERRalpha: a mechanism for transcriptional control of muscle glucose metabolism. Molecular and cellular biology. 2005;25(24):10684–94. 10.1128/MCB.25.24.10684-10694.2005 16314495PMC1316952

[43] DalkilicI, SchiendaJ, ThompsonTG, KunkelLM. Loss of FilaminC (FLNc) results in severe defects in myogenesis and myotube structure. Molecular and cellular biology. 2006;26(17):6522–34. 10.1128/MCB.00243-06 16914736PMC1592847

[44] ZhaoX, SternsdorfT, BolgerTA, EvansRM, YaoT-P. Regulation of MEF2 by histone deacetylase 4-and SIRT1 deacetylase-mediated lysine modifications. Molecular and cellular biology. 2005;25(19):8456–64. 1616662810.1128/MCB.25.19.8456-8464.2005PMC1265742

[45] WuH, NayaFJ, McKinseyTA, MercerB, SheltonJM, ChinER, et al MEF2 responds to multiple calcium-regulated signals in the control of skeletal muscle fiber type. The EMBO journal. 2000;19(9):1963–73. 10.1093/emboj/19.9.1963 10790363PMC305686

[46] EhlersML, CelonaB, BlackBL. NFATc1 Controls Skeletal Muscle Fiber Type and Is a Negative Regulator of MyoD Activity. Cell reports. 2014;8(6):1639–48. PubMed PMID: WOS:000343867400005. 10.1016/j.celrep.2014.08.035 25242327PMC4180018

[47] LefaucheurL, MilanD, EcolanP, Le CallennecC. Myosin heavy chain composition of different skeletal muscles in Large White and Meishan pigs. Journal of animal science. 2004;82(7):1931–41. PubMed PMID: WOS:000222317500006. 1530993910.2527/2004.8271931x

[48] LarzulC, LefaucheurL, EcolanP, GogueJ, TalmantA, SellierP, et al Phenotypic and genetic parameters for longissimus muscle fiber characteristics in relation to growth, carcass, and meat quality traits in large white pigs. Journal of animal science. 1997;75(12):3126–37. .941998510.2527/1997.75123126x

[49] NachlasMM, TsouKC, De SouzaE, ChengCS, SeligmanAM. Cytochemical demonstration of succinic dehydrogenase by the use of a new p-nitrophenyl substituted ditetrazole. The journal of histochemistry and cytochemistry: official journal of the Histochemistry Society. 1957;5(4):420–36. .1346331410.1177/5.4.420

[50] WimmersK, NguNT, JennenDG, TesfayeD, MuraniE, SchellanderK, et al Relationship between myosin heavy chain isoform expression and muscling in several diverse pig breeds. Journal of animal science. 2008;86(4):795–803. 10.2527/jas.2006-521 .18156349

[51] ChenC, RidzonDA, BroomerAJ, ZhouZ, LeeDH, NguyenJT, et al Real-time quantification of microRNAs by stem–loop RT–PCR. Nucleic acids research. 2005;33(20):e179–e. 1631430910.1093/nar/gni178PMC1292995

[52] LiHY, XiQY, XiongYY, ChengX, QiQ, YangL, et al A Comprehensive Expression Profile of MicroRNAs in Porcine Pituitary. PloS one. 2011;6(9). doi: ARTN e24883 10.1371/journal.pone.0024883 PubMed PMID: WOS:000295936900017.PMC318216721969866

How the deposited data were processed for this re-analysis (not part of the article)

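Small RNA of psoas major muscle was sequenced from pigs of 63, 98 and 161 d of age. RNA of 6 pigs was pooled for each age, so that each age had 1 library, without replicates. Each library was mapped to its age by the sample titles, and the 3 pairs of ages were compared.

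The authors made 1 text file per library with the ACGT101-miR pipeline, after filters on adapters, length, other RNA classes and repeats, and after mapping to the hairpins of miRBase 20.0 and to the pig genome. In each deposited file, 1 column gives counts, the whole number of copies of the representative read of an arm, without normalization. The deposited files also give expected counts, the reads of all isoforms at 1 arm of a hairpin, which the authors' pipeline made by dividing a read that maps to several hairpins between them, without normalization. The same expected counts are given by the authors split into reads without and with mapping errors. The 98 and 161 d files share 1 format, and the 63 d file has further columns and states other hairpin criteria. The files name neither the genome build nor the chromosomes, and no reference genome was used here.

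The expected counts of all isoforms were used for every comparison and were rounded to whole numbers for the tests. A miRNA listed at several hairpins was counted at 1 of them, the hairpin listed in most libraries, with ties settled by the order of the file. This rule was chosen after the files arrived because it gave the raw values of S2 Table within 2% or 2 counts for 265, 267 and 267 of 268 miRNAs at 63, 98 and 161 d. Counting at the hairpin with most reads and summing all hairpins were run as alternatives. Predicted candidates were matched between files by the position and arm of their hairpins, because their names differ between files.

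Normalised reads are the counts times the authors' scaling factor of the library, 1.344, 0.7501 and 1.0055 at 63, 98 and 161 d, obtained as the ratio of the normalised to the raw values in S2 Table. The paper calls these values RPM. Fold changes are ratios of normalised reads, without a pseudocount, of the later to the earlier age. A miRNA was called differentially expressed with a fold change above 2 or below 0.5 and an unadjusted p below 0.05, as the paper states, and Benjamini-Hochberg values were computed beside them over all miRNAs tested in a pair. For the highly expressed miRNAs the limits were 1.8 and 0.56 with more than 1000 normalised reads in both libraries, and for the list of higher expression more than 300 in both. The paper states a T-test for differences between measured quantities and does not say which test gave the p-values of the sequencing counts. An exact conditional binomial test was used, which compares the count of 1 library, given the sum of both, with the share that the scaling factors predict. It covers counting noise only, and the difference between pigs of the same age remains unmeasured. All miRNAs with at least 1 count in either library were tested.

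The files listed 1464699, 2418187 and 2242716 reads at 63, 98 and 161 d over all hairpins, and 970233, 1718924 and 1550922 at the hairpins used for counting. With 3 counts as the floor, the smallest detectable amount was 4.03, 2.25 and 3.02 normalised reads. Shares of counts carry 95% Wilson intervals and fold changes 95% Clopper-Pearson intervals. P-values smaller than 1e-300 are given as such.

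Some miRNAs are named because a list or a pattern in the files brought them up. The miRNAs chosen by name are those that the paper names in its results, Tables 2 and 5, Fig 3 or S5 Table. Added to them, for each pair, are the 3 with the largest fold change among those past the test after Benjamini-Hochberg adjustment with at least 100 counts in each library.

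The alternatives were scaling to the total of each deposited file (CPM), to the clean reads of S1 Table, by edgeR's TMM and by DESeq2's median of ratios. For the tests they were Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2, Benjamini-Hochberg adjustment, a minimum of 10 counts and a pseudocount of 1. For detection they were minimums of 3 and 10 counts and subsampling to 970219 counts per library. Lengths were also computed with each distinct sequence counted once and without ssc-miR-133a-3p. Scaling of the named miRNAs outside the first list, the other hairpin rules, the use of reads without mapping error and the count of miRNAs under porcine names only were added after the files had been seen.

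The programs were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The 2 R packages served for scaling factors and for the test with the assumed variation. The comparison was tested on simulated data with 200 changed miRNAs. All changed miRNAs with at least 20 normalised reads were recovered (100%), and 1.3526%, 1.4754% and 0.8411% of the unchanged ones were called in the pairs 63 and 98 d, 98 and 161 d, and 63 and 161 d. These rates do not cover the variation between pigs of the same age, which was not measured. Recovery was not computed by size of change, so it does not show how changes close to the fold change limits would fare.

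Histology, RT-qPCR, transfection and protein measurements, target prediction and pathway enrichment are not in the files analysed here and were left out. Reads that were filtered out or not mapped to a miRNA hairpin are not in these files either, so all shares refer to the reads listed in them.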

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

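Several results came from miRNAs or columns of the files that the paper does not discuss, and this is what flagged each of those that follow. For S2 Table 268 rows and for S4 Table 469 rows were available, and a miRNA described as absent from them was not looked for in the rows that were not available. Each age had 1 library, so age and library cannot be separated in any of these patterns. All of them were noticed and tested on the same data and remain hypotheses.

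Past the criteria and above 300 normalised reads in both libraries were 7 miRNAs that Table 5 does not list. They were PC-3p-412_833, with a fold change of 0.46 from 63 to 98 d and 0.34 from 63 to 161 d, hsa-miR-181a-3p (2.54 from 63 to 161 d), mdo-miR-181a-2-3p (2.65 from 63 to 161 d), hsa-mir-7641-2-p3 (0.45 from 63 to 98 d and 0.46 from 63 to 161 d), mml-miR-486-5p (0.38 and 0.44 for the same pairs), mml-miR-380-3p (0.44 from 98 to 161 d) and oan-miR-9-3p (2.04 from 98 to 161 d). The first technical explanation was that reads of a more abundant porcine miRNA were counted under a second name. It predicted that most of the 7 share 16 bases with a more abundant porcine sequence, and 1 of them did. That one was mml-miR-486-5p, which shares them with ssc-miR-486. Of its reads, 99.1%, 99.8% and 99.9% were in error at 63, 98 and 161 d. A constant share of stray reads would follow ssc-miR-486. Its fold change was 0.91 from 63 to 98 d and 1.20 from 63 to 161 d. Its share of reads in error was steady, 33.9%, 32.9% and 32.5%. The falls of mml-miR-486-5p to 0.38 and 0.44 therefore argue against a constant share of stray reads as the reason for its change. The known sequence under both names is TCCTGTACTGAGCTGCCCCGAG, and the representative read of mml-miR-486-5p is that sequence with TT added at the 3′ end. It is thus a longer form of the sequence of ssc-miR-486 and not a miRNA with a sequence of its own. A share that differs between libraries was not tested, so the reason for its change stays open.

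The second was the scaling of the libraries. With clean reads in place of the authors' factors, the fold changes from 63 to 98 d were 0.7335 for PC-3p-412_833, 0.7223 for hsa-mir-7641-2-p3 and 0.6008 for mml-miR-486-5p, all short of the limit of 0.5. For oan-miR-9-3p from 98 to 161 d the value was 1.3685 with clean reads, 1.6382 in CPM and 1.8316 with TMM. CPM, TMM and DESeq2's factors kept the falls from 63 to 98 d below 0.5, with values from 0.3857 to 0.4985. DESeq2's factors also kept oan-miR-9-3p above its limit (2.0204). All 4 changes kept their direction, but each missed its limit under clean reads, so none can be told apart from an effect of the scaling. The changes of hsa-miR-181a-3p and mdo-miR-181a-2-3p from 63 to 161 d kept to their side of the limit under every scaling, from 2.2153 to 2.7229 and from 2.3155 to 2.8461, and so did that of mml-miR-380-3p from 98 to 161 d, from 0.2924 to 0.4317. The remaining changes from 63 to 161 d, of PC-3p-412_833, hsa-mir-7641-2-p3 and mml-miR-486-5p, also kept to their side. Apart from mml-miR-486-5p and hsa-mir-7641-2-p3, a difference in age is a candidate explanation for those that remain. The spread between pigs and differences between library preparations were not tested. Fragments of other RNAs were tested for PC-3p-412_833 only, as described below. Most reads of hsa-mir-7641-2-p3 carried an error, 85.6%, 86.2% and 89.8% at 63, 98 and 161 d, which leaves its origin open.

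Above 1000 normalised reads over the libraries were 2 predicted candidates that the available rows of S4 Table do not hold, PC-3p-412_833 with 4178 and PC-3p-5269_66 with 1131. If such a candidate were made of fragments of a longer RNA with many different ends, its representative read would hold a smaller share of the reads of its arm than in 95% of known miRNAs with at least 1000 reads. For PC-3p-412_833 at 63 d that share was 48.3%, within the range of the known miRNAs (median 64.2%, 5th percentile 18.5%). For PC-3p-5269_66 at 98 d it was 4.4%, below the 5th percentile of 29.8% (median 61.1%), so this candidate may be fragments of a longer RNA. Both predictions were made only after the shares had been seen. PC-3p-5269_66 had 1508 counts at 98 d and none at the other ages, and it shared 16 bases with no other name in those files. Neither contamination of that library nor a biological explanation was tested for it.

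Most reads of ssc-miR-1 and ssc-miR-206 differed from the known sequence, a column that the paper does not report on. Reads with a mapping error made up 95.5%, 95.6% and 94.7% of those of ssc-miR-1 at 63, 98 and 161 d, and 93.3%, 95.3% and 91.2% of those of ssc-miR-206. The representative read of both carried G3T, counted from the 5′ end of the mature miRNA, in every library. One explanation is that reads which begin with TGGAAT were removed as 3′ adapter before mapping, because the 3′ adapter of common small RNA kits begins with these bases. That adapter is taken from general knowledge, since the paper does not state it. Of the 1124, 1418 and 1289 distinct deposited sequences, 0 contained it, while the known sequences of ssc-miR-1, ssc-miR-206, bta-miR-1 and mdo-miR-139-3p in the same files do. The count says little, because the files list representative reads only and those of ssc-miR-1 and ssc-miR-206 were known to carry G3T before the prediction was made. Reads of ssc-miR-1 without a mapping error also remained, 808, 3377 and 2510 at 63, 98 and 161 d. Their own sequences are not in the files analysed here, so whether they begin with TGGAAT is not known. They therefore do not decide between a complete and a partial loss of reads with that start.

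A base-call error at the third base of the reads would raise the error share of other miRNAs with G there. Among 11, 18 and 17 other such miRNAs with at least 500 reads at 63, 98 and 161 d, at most 1 per library had most reads in error, and their medians were 18%, 19.6% and 19.3%, against 12.2%, 12.4% and 11.9% for the rest. This speaks against a base-call error as the main explanation. A strain variant against the reference was tested by counting other porcine miRNAs with most reads in error, and there were at most 5 per library, none above 90% (the highest was ssc-miR-27a with 62%). That count does not decide it, since a variant could be limited to 1 gene, although the same change would then be needed in ssc-miR-1 and ssc-miR-206. The pattern thus cannot be told apart from a partial or complete loss of reads with the start of the adapter, or from a strain variant. Under such a loss the counts, ranks and fold changes of ssc-miR-1 would rest on the reads that remained. The fold change from reads without error, a setting added after the files were seen, was 2.3325 from 63 to 98 d, 0.9964 from 98 to 161 d and 2.3242 from 63 to 161 d. The design gives no biological explanation other than age, and the error share changed little with it, so none was tested.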

How the results depend on the processing

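The choices in the list of alternatives and in the design of the tests were made before the processed files arrived, apart from those named as added later. A number of miRNAs was taken as kept when it stayed within 1.5 times of the main number, whatever the directions of the miRNAs in it, and a fold change when it kept its direction and its side of the criteria. In this sense 36 of 84 results were kept under every alternative, 30 of them fold changes and 6 of them headline results, although their values moved. The number of differentially expressed miRNAs between 63 and 161 d left this range only when miRNAs under porcine names alone were counted, and in the other settings its rises ran from 63 to 95 (78 in the main setting). The highly expressed miRNAs between 63 and 98 d went from 4 up and 6 down to 13 up and 0 down with clean reads, and those between 63 and 161 d from 7 up and 2 down to 3 up and 5 down in CPM, so neither set was stable in its members. Below 1000 normalised reads were up to 251, 238 and 245 miRNAs at 63, 98 and 161 d with clean reads, against 208, 205 and 205, and the predicted candidates below 100 went from 622 to 630 in CPM. Of the alternative values 139 were set before the files arrived and 235 were added later, most of them scalings of single named miRNAs. The replicate block was not run because each stage has 1 library.

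Of the scalings, that to the clean reads of S1 Table moved most. It gave 266 differentially expressed miRNAs between 63 and 98 d (222 up, 44 down), 19 above 300 normalised reads between 63 and 98 d, 6 above 300 between 63 and 161 d and 6 highly expressed ones between 98 and 161 d. Between 1000 and 10000 normalised reads it left 22, 31 and 26 miRNAs at 63, 98 and 161 d, and above 10000 it left 3, 7 and 5. Directions reversed for ssc-miR-140-3p (1.269) and ssc-miR-145-5p (1.1795) from 63 to 98 d and for ssc-miR-92a from 98 to 161 d (0.7173), all added later. The clean reads also hold small RNAs that are not miRNAs. The miRNA files held 35.68%, 52.5% and 43.85% of them, and this difference could explain why the ratio of the factors lay 59.7% from the authors' between 63 and 98 d and 32.8% between 98 and 161 d. Scaling to the totals of the files (CPM) lowered all values, so that above 10000 there were 12 miRNAs at 63 d and 11 at 161 d. It reversed ssc-miR-92a from 98 to 161 d (0.8586), as did TMM (0.96), both added later, where the main value of 1.07 was close to 1. With TMM, 8 miRNAs above 300 remained between 63 and 161 d, because its factors also lower the normalised reads, and most of the others then had fewer than 300 in 1 library.

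Under CPM, 46 of 57 fold changes kept their class, under clean reads 31, under TMM 47 and under DESeq2's median of ratios 54. Over all settings of the fold changes 183 values stayed in their class, 33 fell short of the limits, 13 passed them newly and 5 reversed. The step of ssc-miR-143-3p from 98 to 161 d was 1.9336 with clean reads, and the fall of ssc-miR-127 from 63 to 98 d was 0.5252 in CPM, 0.5177 with TMM and 0.7727 with clean reads. From 63 to 161 d ssc-miR-1 was above 2 with DESeq2's factors (2.001) and clean reads (2.1112).

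Benjamini-Hochberg adjustment left 95 miRNAs between 98 and 161 d, since many of those removed had few counts. Asking for 300 normalised reads in at least 1 library gave 28, 13 and 33 miRNAs for 63 and 98 d, 98 and 161 d, and 63 and 161 d, because large fold changes take 1 library below the limit. Counting only miRNAs under porcine names, a setting added later, left 44, 31 and 50 differentially expressed miRNAs for the same pairs, because most of those past the criteria stand under names of other species or are predicted candidates. Above 300 normalised reads it left 9, 4 and 8.

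The share of the 23 most abundant miRNAs was 85.04% from raw counts and 79.07% without ssc-miR-133a-3p, which alone held 32.63%. With the hairpin with most reads it was 85.64%, and with all hairpins summed 88.22%, which adds reads of abundant miRNAs with several hairpins; these settings were added later. Without ssc-miR-133a-3p the share of 22 nt was 73.63%, 72.7% and 72.65% at 63, 98 and 161 d, and with each distinct sequence counted once, which removes the weight of abundant miRNAs, it was 31.41%, 27.57% and 28.94%.

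Among the settings for detection, the count threshold moved the results most. With at least 3 counts 49, 101 and 85 miRNAs were specific to 63, 98 and 161 d, and with at least 10 counts 24, 53 and 25, with 414 common to all. The median stage-specific miRNA had 2 counts, and for such miRNAs a difference from the other libraries was not detectable at this depth. The depth does not limit the fold changes of abundant miRNAs, but without replicates none of the intervals includes the spread between pigs.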

Differences from the paper's values

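Of the values that the paper states and that were also computed from the files, 17 differed by more than 1.5 times, as follows. The 23 totals of Table 2 differed by at most 0.031% and the 51 fold changes of Table 5 by at most 0.81%.

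Between 63 and 98 d the paper's number of differentially expressed miRNAs is 89, and 171 were found. Of the alternatives set before the files arrived, the assumed biological variation (126), Benjamini-Hochberg adjustment (123) and at least 10 counts (129) brought the number within 1.5 times of the paper's. Scaling by CPM (152), clean reads (266), TMM (151) or DESeq2 (168), Fisher's exact test (171) and a pseudocount (169) did not. For the downregulated ones the paper's number is 42 against 106 here, and among the alternatives set before only clean-read scaling (44) closed the gap, while CPM (68), TMM (69), DESeq2 (99), Fisher's exact test (106), the assumed variation (71), the adjustment (70), 10 counts (65) and a pseudocount (105) did not.

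Between 98 and 161 d the paper's total is 64 and the total here 145. The adjustment (95) closed the gap, and CPM (151), clean reads (27 up and 168 down), TMM (150), DESeq2 (144), Fisher's exact test (134), the assumed variation (106), 10 counts (108) and a pseudocount (142) did not. Upregulated were 21 in the paper's list and 72 here, with 27 under clean reads as the only alternative set before that closed the gap; CPM (41), TMM (54), DESeq2 (71), Fisher's exact test (55), the assumed variation (48), the adjustment (43), 10 counts (46) and a pseudocount (69) did not. The paper's number of downregulated ones is 43 against 73 here. The assumed variation (58), the adjustment (52) and 10 counts (62) closed it, whereas the 4 other scalings, Fisher's exact test and a pseudocount, with 73 to 168, did not.

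Between 63 and 161 d the paper's total is 120, against 188. The assumed variation (159), the adjustment (63 up and 80 down) and 10 counts (151) closed the gap, and the 4 other scalings, Fisher's exact test and a pseudocount, with 187 to 203, did not. The paper's upregulated number is 48 against 78 here, closed by CPM (65), Fisher's exact test (69), the assumed variation (67), the adjustment (63) and 10 counts (69), and not by clean reads (95), TMM (73), DESeq2 (83) or a pseudocount (77). For the downregulated ones the paper's number is 72 against 110, closed by clean reads (99), DESeq2 (108), the assumed variation (92), the adjustment (80) and 10 counts (82), and not by CPM (138), TMM (115), Fisher's exact test (118) or a pseudocount (110). The other hairpin rules, chosen after seeing the values, closed none of these gaps. Counting only miRNAs under porcine names, likewise chosen after seeing the values, gave 17 upregulated ones between 98 and 161 d, within 1.5 times of the paper's 21. It closed none of the other gaps, with 44 between 63 and 98 d (21 down), 31 between 98 and 161 d (14 down) and 50 between 63 and 161 d (27 up, 23 down).

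Above 300 RPM the paper's number of downregulated miRNAs between 63 and 98 d is 5, and 8 were found. DESeq2's factors (7) closed the gap, while CPM (2), clean reads (0), TMM (3), Fisher's exact test (8), the assumed variation (8), the adjustment (8) and 300 in at least 1 library (15) did not. Between 63 and 161 d the paper's number is 3 against 6, reached with TMM (3) and not with CPM (5), clean reads (0), DESeq2 (6), Fisher's exact test (6), the assumed variation (6), the adjustment (6) or 300 in at least 1 library (19). Counting only miRNAs under porcine names, a setting chosen after seeing the values, gave the paper's numbers, 5 and 3 for the same pairs. They were the falls that Table 5 lists. The other falls stood under names of other species or were a predicted candidate. DESeq2's factors and TMM were compared with the paper by number only. Between 98 and 161 d porcine names alone gave 0 downregulated miRNAs against the paper's 1.

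For miRNAs detected at 63 d only, the paper's number is 87 and 187 were found, and 3 counts (49), 10 counts (24) and subsampling (215) did not close the gap. At 98 d the paper's number is 229 against 359, closed by subsampling (284) and not by 3 counts (101) or 10 counts (53). At 161 d it is 141 in the paper against 264, and 85, 25 and 239 under the same settings, none of which closed it. The paper's number of predicted candidates above 1000 RPM is 1 against 3 here, with no alternative set for it.

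In S5 Table the paper's value between 98 and 161 d is 1.9257 for ssc-miR-140-3p, 1.52504 for ssc-miR-143-3p and 0.851694 for aja-miR-22. The fold changes here are 3.7992, 2.8779 and 1.8043, and their log2 values are 1.9257, 1.525 and 0.8514. For ssc-miR-143-3p the clean-read scaling set before the files arrived (1.9336) closed the gap, and CPM (2.3147), TMM (2.5879) and DESeq2 (2.8546) did not. No alternative had been set before for the other miRNAs, and clean-read scaling, for them chosen after seeing the values, gave 2.5527 for ssc-miR-140-3p and 1.2123 for aja-miR-22, within 1.5 times of the paper's. The log2 values, likewise computed after seeing the values, reach the paper's for each of the 3. Table 5 gives 3.80 for ssc-miR-140-3p and 2.88 for ssc-miR-143-3p, the fold changes found here. The match under clean reads is therefore one of number only, and for aja-miR-22 it joins values on opposite sides of 1.

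The paper's text places ssc-miR-486 directly after the most abundant miRNA, while its Table 2 puts ssc-miR-26a between them. Here, as in that table, ssc-miR-486 ranked 3 over the libraries. It ranked 2 at 63 d, 4 at 98 d and 3 at 161 d. In the paper's order of lengths, that of the small RNA detected, 20 nt follows 22 nt. The lengths here are those of the representative reads of miRNAs only, so the orders do not cover the same reads. Here 21 nt followed when each distinct sequence was counted once (16.81%, 18.27% and 17.38% at 63, 98 and 161 d), and by copies 24 nt at 63 d (6.35%) and 98 d (7.90%) and 23 nt at 161 d (39.43%). The paper describes all stage-specific miRNAs as very low, and here PC-3p-5269_66 reached 1131.1 normalised reads at 98 d.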

Other observations

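The predicted candidate PC-5p-813_1295 was compared with the 5′ adapter of common small RNA kits, GTTCAGAGTTCTACAGTCCGACGATC, a sequence from general knowledge that the paper does not state. Of its 18 bases, TTCTACAGTCCAACGATC, 17 matched the adapter between positions 9 and 26, with the substitution G20A counted from the 5′ end of the adapter. No other of 717 candidate sequences matched at more than 13 bases, and 0 of its reads in the 3 libraries mapped without error. The prediction was made only after the match had been seen. The candidate may therefore be a fragment of the adapter, and no biological explanation was tested for it.

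Predicted candidates numbered 197 in the 63 d file, 356 in the 98 d file and 288 in the 161 d file. The 63 d file states a limit of 20 bases for the terminal loop of a hairpin and the other files a limit of 200. If this were the reason, many candidates of the other files would have longer loops, but 0.3% had a loop above 20 bases. If the lower depth of the 63 d library were the reason, drawing the other files down to that depth would leave about as many, but 289 of those at 98 d and 252 of those at 161 d were left. Both predictions were written before the tests. Neither explanation is enough by itself. Other criteria of the prediction that differ between the files were not tested, and an effect of age cannot be told apart from them.

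Some miRNAs detected in 1 library only had at least 100 counts, 9 in all. Of these, 7 shared 16 bases with a sequence listed under another name in the other files, against 124 of 801 (15.5%) with fewer counts. The prediction that the same sequence is listed under another name in the other files was made after the names had been seen. A change of name between files is a candidate explanation for 2 of the 7. The sequence of eca-miR-380, listed at 63 d, shares bases with mml-miR-380-3p, which had 0 counts at 63 d, 1842 at 98 d and 598 at 161 d, and that of oar-miR-3958-3p, listed at 63 d, with bta-miR-154c, which had 0, 410 and 162. For 4 others the other name also had counts in the same library, as ssc-mir-484-p5 did with 425.5 beside cgr-miR-484 with 426 at 161 d and bta-miR-200a with 150 beside hsa-miR-200a-3p with 112 at 98 d, and for PC-3p-10396_28 the other name had 2 counts, so sharing of bases does not explain why these were listed in 1 library. Age was not tested apart from the library.

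For ssc-miR-378 and ssc-let-7a the arm had fewer reads than its own representative read had copies. If reads that map to several hairpins are divided between them, this would be seen only in miRNAs with several hairpins. It was seen in 49.3% of their rows (136 of 276), and in 5.1% of the rows of miRNAs with 1 hairpin (23 of 452), a prediction made after the pattern had been seen. Division of reads between hairpins may explain most of the pattern, but the rows with 1 hairpin leave it undecided, and the pattern cannot be told apart from this explanation. The design gives no biological explanation, and none was tested.

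Under all names of the files, and not the porcine ones alone, aja-miR-22 ranked 5 with 207801 normalised reads, 64839 at 63 d, 50979 at 98 d and 91983 at 161 d. The normalised reads of all miRNAs added up to 1303953, 1289296 and 1559496 at 63, 98 and 161 d. Compared with the authors' factors, the ratio between 63 and 98 d differed by 2.5% with DESeq2's median of ratios, by 7% with TMM, by 8.5% in CPM and by 59.7% with clean reads. Between 98 and 161 d the differences were 0.8%, 10.1%, 19.6% and 32.8%, and between 63 and 161 d they were 1.7%, 3.8%, 12.7% and 7.3%.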
